# The Chromosomal Distribution of Sex-Biased MicroRNAs in *Drosophila* is Nonadaptive

**DOI:** 10.1093/gbe/evac103

**Published:** 2022-07-09

**Authors:** Antonio Marco

**Keywords:** microRNAs, demasculinization, chromosome, pseudoobscura, evolution

## Abstract

Genes are often differentially expressed between males and females. In *Drosophila melanogaster*, the analysis of sex-biased microRNAs (short noncoding regulatory molecules) has revealed striking differences with protein-coding genes. Mainly, the X chromosome is enriched in male-biased microRNA genes, although it is depleted of male-biased protein-coding genes. The paucity of male-biased genes in the X chromosome is generally explained by an evolutionary process called demasculinization. I suggest that the excess of male-biased microRNAs in the X chromosome is due to high rates of de novo emergence of microRNAs (mostly in other neighboring microRNAs), a tendency of novel microRNAs in the X chromosome to be expressed in testis, and to a lack of a demasculinization process. To test this hypothesis, I analyzed the expression profile of microRNAs in males, females, and gonads in *D. pseudoobscura*, in which an autosome translocated into the X chromosome effectively becoming part of a sex chromosome (neo-X). I found that the pattern of sex-biased expression is generally conserved between *D. melanogaster* and *D. pseudoobscura*. Also, orthologous microRNAs in both species conserve their chromosomal location, indicating that there is no evidence of demasculinization or other interchromosomal movement of microRNAs. *Drosophila pseudoobscura*-specific microRNAs in the neo-X chromosome tend to be male-biased and particularly expressed in testis. In summary, the apparent paradox resulting from male-biased protein-coding genes depleted in the X chromosome and an enrichment in male-biased microRNAs is consistent with different evolutionary dynamics between coding genes and short RNAs.

**Significance**

Selective pressures make male-expressed genes to be underrepresented in the X chromosome as they move to the autosomes (demasculinization). Strikingly, microRNAs expressed in males are enriched in the X chromosome. This work studies an autosome fused to an X chromosome in *Drosophila pseudoobscura* to investigate the evolution of sex-biased microRNAs. The results show that demasculinization does not happen in microRNAs and that the enrichment in the X is due to nonadaptive high turn-over rates and expression bias. These findings are important to understand the evolutionary genetics of sex differences.

## Introduction

Gene expression is tightly regulated by mechanisms that make gene products to be expressed in specific organs at specific times. This spatiotemporal control of gene expression determines the development of fertilized eggs into adult organisms (Davidson 2006; Wolpert et al. 2006). In organisms with two sexes, a large fraction of genes are also differentially expressed between males and females (Parisi et al. 2003; Ranz et al. 2003). Also, most male- or female-specific expression occurs in the gonads, although other tissues also show sex-expression bias (Parisi et al. 2004; Chang et al. 2011). Female-biased genes tend to be located in the X chromosome (in XY systems) and male-biased genes tend to be depleted in the X chromosome (Parisi et al. 2003; Ranz et al. 2003; Khil et al. 2004).

In the model species *Drosophila melanogaster*, the study of sex-biased expression indicates that male-biased genes often appear in the X chromosome (Arguello et al. 2006; Levine et al. 2006; Begun et al. 2007; Chen et al. 2007), but they are later retroposed (copied) to an autosome and the original copy is eventually lost (Betran et al. 2002; Zhang, Vibranovski, Krinsky, et al. 2010). This process, called “demasculinization,” was predicted already by early theoretical models (Rice 1984), and recent works seem to support it (Jiang and Machado 2009; Bachtrog et al. 2010; Zhang, Vibranovski, Krinsky, et al. 2010; Zhang, Vibranovski, Landback, et al. 2010), although there is still some controversy around it, and alternative models should be taken into consideration (Meiklejohn and Presgraves 2012). However, these conclusions cannot be extrapolated to all gene products, as most work on sex-biased expression has been focused on a specific type of gene: protein-coding genes. Characterizing the distinct evolutionary dynamics of different types of genes is paramount in evolutionary biology, as it can reveal how genetic and genomic features influence, and ultimately determine, the fate of genes (Lynch 2007).

MicroRNAs, short RNA posttranscriptional regulators (reviewed in Bartel 2004; Axtell et al. 2011; Marco, Ninova, and Griffiths-Jones 2013), are also expressed differently in males and in females (Marco, Kozomara, et al. 2013; Marco 2014, 2015; Warnefors et al. 2017; Fowler et al. 2019). Although an early investigation suggested that they were also subject to demasculinization (Zhang, Vibranovski, Krinsky, et al. 2010), a more recent work indicates that this is probably not the case (Marco 2014). Indeed, male microRNAs tend to be enriched in the X chromosome (Mishima et al. 2008; Li et al. 2010), contrary to what is observed in protein-coding genes. In *D. melanogaster*, novel microRNAs in the X chromosome are often expressed in testis and most are evolutionarily young (Marco 2014). To investigate the evolutionary dynamics of microRNAs in the X chromosome, I characterized the sex-biased microRNA complement of the species *D. pseudoobcura*, which diverged from *D. melanogaster* ∼37 Ma (Hedges et al. 2015), and had an autosome translocated into an X-chromosome, becoming a newly evolved X-chromosome (or neo-X). This neo-X emerged ∼13 Ma (Kaiser and Bachtrog 2010) which, despite being a short evolutionary period, has been enough to identify demasculinization affecting protein-coding genes in several studies (Zhang, Vibranovski, Krinsky, et al. 2010; Nozawa et al. 2014). Indeed, it has been estimated that, in *Drosophila*, one retrogene emerges every 2 Myr at an approximate constant rate (Bai et al. 2007), and we would expect (at least in theory) a similar rate for microRNA genes. Hence, this system will shed light on the evolution of chromosomal composition of sex-biased microRNAs.

## Results

In order to characterize differentially expressed microRNAs between males and females in *D. pseudoobscura*, I analyzed three available small RNA datasets for *D. pseudoobscura*, two male samples and one female sample (Mohammed et al. 2018). However, these datasets have either no biological replicates, or they have been sequencing using different library construction methods. Hence, I also sequenced two male and two unfertilized female samples in two paired sequencing reactions (one male sample and one female sample in each sequencing array) using the same library preparation protocols. 

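The paired dataset had 2 male and 2 female samples of *D. pseudoobscura*, with adults collected at 7 days from a stock kept at 18 °C with 12 h of light per day. Small RNAs were sequenced on an Illumina MiSeq, a benchtop sequencer that gives fewer reads than larger instruments, and the 2 sequencing runs each held 1 male and 1 female sample. The authors trimmed the adapters with Cutadapt, mapped the reads with HISAT2 and counted them on annotated microRNAs with featureCounts, after filtering out microRNAs that map identically to several regions. They deposited the raw read counts of each sample, without normalization, for 231 microRNAs. The male samples had 5697 reads in the first run and 67076 in the second, and the female samples had 7111 and 42754. At least 1 read was counted for 71 and 123 microRNAs in the males and for 68 and 104 in the females. The smallest level that a library could show, taken as 3 reads, was 597 CPM in the first male library and 43.4 in the second, and 493 and 54.6 in the female libraries. Reads from a library without molecular identifiers are not independent molecules, so these limits cover counting error only. A single microRNA, dps-mir-8, took between 25.4% and 31.2% of the reads of a library. Differential expression was computed from the counts with edgeR's quasi-likelihood test after TMM normalization, with the sequencing run and the sex in the model. The replicate number of each sample was taken as its run. The test covered the 84 microRNAs with a DESeq2 base mean of at least 1. Fold changes are male against female, so that negative values are higher in females, and the levels given with their SD are CPM, read counts scaled to library size with the TMM factors. The standard errors given with edgeR's fold changes were derived from its test. Each is the absolute log2 fold change divided by the square root of the F statistic, and is approximate. The choice of normalization moved the fold changes, because the median log2 fold change of the 84 microRNAs was 0.46 with TMM, 0.28 with total counts only and 0.09 with DESeq2's size factors. With TMM factors computed only from the 55 microRNAs kept by edgeR's expression filter, a setting added after seeing the data, it was 0.014, so the sign of a small fold change depends on this choice.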

The differential gene expression (DGE) analysis for this set was performed taking into account batch (paired) effects. 

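The 2 runs differed in the same way in both sexes. Across the 84 tested microRNAs, the change from the first run to the second in males and the change in females had a Pearson r of 0.567, and r was 0.663 for the 52 microRNAs with a base mean of at least 10 and 0.595 for the 19 with at least 100. These correlations are across microRNAs, which are not independent replicates. The log2 ratios of male to female levels in the first run and in the second had a Pearson r of 0.775, and 51 of the 84 had the same sign in both runs, or 36 of the 55 with at least 3 reads in a library of each run. With the run in the model as a block, 11 microRNAs passed an FDR of 10% and a difference of 25% in edgeR's quasi-likelihood test. Left without the block (no replicate block), 9 passed, and 8 of them were among the 11.

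**Figure D1:**
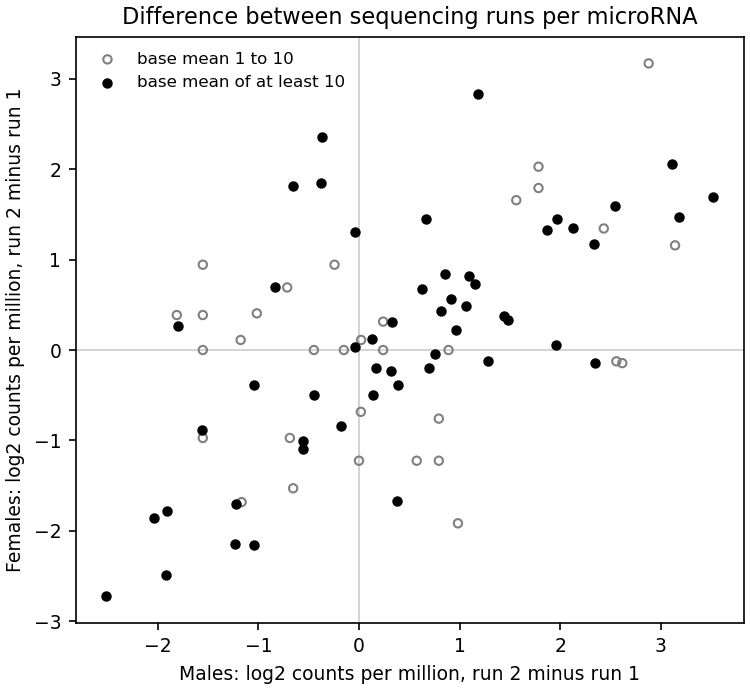
Change in log2 CPM from the first to the second sequencing run, in males (x axis) and in females (y axis). Each point is 1 of the 84 tested microRNAs, filled where the base mean is at least 10, and the points rise from the lower left to the upper right (r = 0.567).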

For simplicity, the first set is called in this paper the *unpaired* dataset, and the newly reported here the *paired* dataset.

The differential expression analysis of the *unpaired* dataset, for a false discovery rate (FDR) or 10% and a expression difference of 25% or over, identified 38 microRNAs with sex-biased expression: 19 overexpressed in females and 19 overexpressed in males (fig. 1*A*, supplementary table S1, Supplementary Material online). As expected (see Discussion) the *paired* experiments identified less biased microRNAs: 12 overexpressed in females and 10 in males (fig. 1*B*, supplementary table S1, Supplementary Material online). 

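In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 microRNAs were overexpressed in females and 5 in males, out of the 84 tested, and 21 had an unadjusted p-value under 0.05. For 10 of the 11 the direction was the same in both runs. The remaining one, dps-mir-2510, had 1 male and 0 female reads in the first run, too few to give a direction there. Of the 22 microRNAs that pass the same thresholds in the paper's Supplementary Table 1, 9 were among the 11. Among the female-biased microRNAs, dps-mir-318, on chromosome 2 from 7628026 to 7628093, had 235 ± 230 CPM in males and 51813 ± 6626 in females (SD, n = 2 each). Its log2 fold change was -8.82 (standard error 0.93, adjusted p = 0.00703). Its neighbor dps-mir-994, from 7628178 to 7628284, had 0 and 1 reads in males and 48 and 369 in females, and was at least 22.8-fold higher in females (adjusted p = 0.00703). The reads of dps-mir-9b, which lies on chromosome 4 from 26309882 to 26309972 within the span of the gene grp, gave 727 ± 465 CPM in males and 4722 ± 289 in females (adjusted p = 0.0537). It was called by limma-voom (adjusted p = 0.0997), and not by edgeR with no replicate block (adjusted p = 0.122). The reads of dps-mir-9b could have been split with its paralog dps-mir-9c. The other female-biased microRNAs were dps-mir-92a, dps-mir-92b and dps-mir-306, the last named after its values were seen. Each of the 6 shares a cluster, within 10 kb, with another of them. The pairs are dps-mir-318 with dps-mir-994, dps-mir-92a with dps-mir-92b, and dps-mir-306 with dps-mir-9b, so the 6 are not independent loci. For dps-mir-306 the adjusted p was 0.0971. DESeq2 called it (adjusted p = 2.23e-05), while limma-voom (adjusted p = 0.157) and edgeR with no replicate block (adjusted p = 0.645) did not. In males, dps-mir-2552 was at least 18.7-fold higher than in females (adjusted p = 0.00703) and dps-mir-2510, on chromosome 4 from 5946829 to 5946935, at least 1.13-fold higher (adjusted p = 0.0537), because the female libraries had at most 2 reads for the first and 0 for the second. The male-biased dps-mir-133, on chromosome 4 from 25563773 to 25563868, had 1906 ± 1006 CPM in males and 702 ± 296 in females, a log2 fold change of 1.46 (standard error 0.33, adjusted p = 0.0699). It was not called by limma-voom (adjusted p = 0.157) or by DESeq2 (adjusted p = 0.274). Nor was it called by edgeR with its own expression filter (adjusted p = 0.243) or with no replicate block (adjusted p = 0.491). With total counts only, edgeR called it (adjusted p = 0.0497). The remaining male-biased microRNAs were dps-mir-2536 and dps-mir-2517-4. The latter is not in Supplementary Table 1 and has no known position, and its reads could have been shared with other copies. Among the edgeR and DESeq2 settings, DESeq2 with a local fit, the paper's method, called the most, 17. Of these, 8 were overexpressed in females and 9 in males, and 10 of the 11 were among them. DESeq2 changes both the test and the normalization. With the edgeR test kept, total counts only gave 7 in females and 9 in males. DESeq2's size factors gave 7 in females and 6 in males. DESeq2 with no replicate block, a setting added after seeing the data, called 8, with 6 overexpressed in females and 2 in males. Positions are those of Supplementary Table 1, and gene spans are from the RefSeq genes of the assembly UCI_Dpse_MV25, which give no exons.

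**Figure D2:**
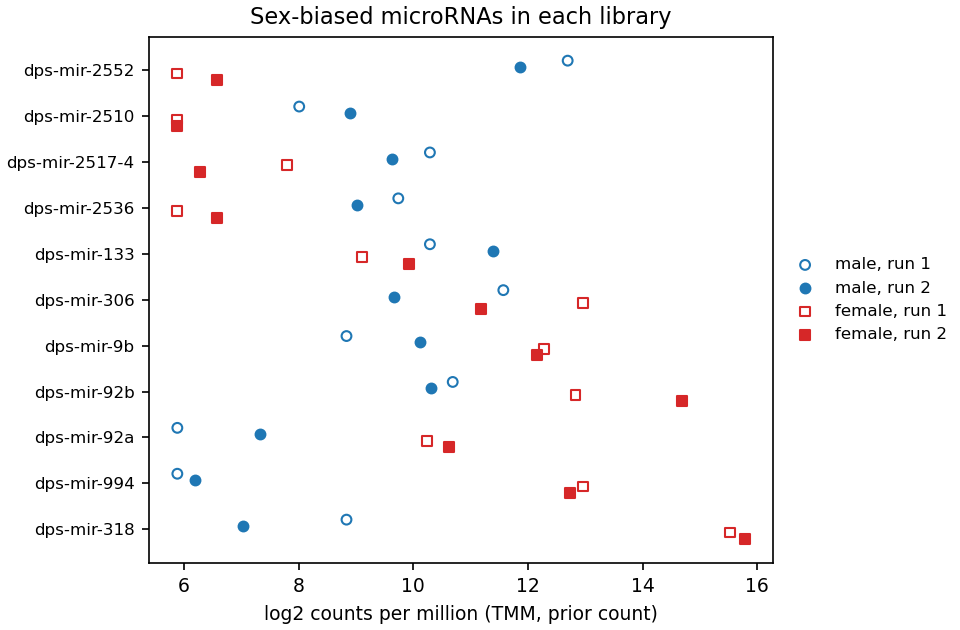
Levels in log2 CPM (x axis) of the 11 sex-biased microRNAs in each library, with males as circles and females as squares, open for the first run and filled for the second. The 5 microRNAs at the top are male-biased and the 6 below them female-biased. For dps-mir-2510 the first run had at most 1 read in each library, below the smallest level of 3 reads.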

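In the paired samples, 6 microRNAs had an FDR under 5% in edgeR's quasi-likelihood test, with 3 overexpressed in females (dps-mir-318, dps-mir-994 and dps-mir-92a) and 3 in males (dps-mir-2552, dps-mir-2517-4 and dps-mir-2536). Of these, 4 passed with no replicate block, and no other did. In the mir-92 family, dps-mir-92a, on chromosome 2 from 24549955 to 24550048 within the span of a noncoding RNA gene, had 50.6 ± 71.6 CPM in males and 1331 ± 256 in females (SD, n = 2 each), a log2 fold change of -3.97 (standard error 0.42, adjusted p = 0.00703 from edgeR's quasi-likelihood test). Its neighbor dps-mir-92b, from 24545290 to 24545389, had 1403 ± 267 CPM in males and 16726 ± 13437 in females, a log2 fold change of -3.59 (standard error 0.79, adjusted p = 0.0699), and was not called by limma-voom (adjusted p = 0.105). The reads of these copies could have been split between them by the counting. DESeq2 called 15 at this threshold, with 8 overexpressed in females and 7 in males, and 15 also passed when edgeR used total counts in place of TMM.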

For a more stringent FDR threshold of 5%, the unpaired and paired experiments identified 25 and 15 differentially expressed microRNAs, respectively. The code available in GitHub allows the user to modify the different selection criteria. For the dataset with replicates in both conditions (paired dataset), an alternative method based on read count transformation and empirical Bayes yielded comparable results: 19 overexpressed in females and 10 overexpressed in males (supplementary fig. S1, Supplementary Material online). 

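Applied to the deposited counts of the 84 microRNAs with run and sex in the model, limma-voom with TMM normalization found 4 microRNAs overexpressed in females and 2 in males at an FDR of 10% and a difference of 25%, and 23 with an unadjusted p-value under 0.05. All 6 were among the edgeR calls. The fit with no replicate block called 8, the 6 among them. The filter and the normalization moved this number: 18 microRNAs passed when every microRNA with at least 1 read was tested (7 in females and 11 in males), 16 with total counts only (8 and 8) and 12 with edgeR's own expression filter (8 and 4).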

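Across the 84 tested microRNAs, the log2 fold changes from DESeq2 and from limma-voom had a Pearson r of 0.987 and a Spearman rho of 0.977, with a slope of 0.898, and 72 of the 84 had the same sign. The limma-voom values were higher by a median of 0.37. Leaving the run out of both models (no replicate block), r was 0.960. MicroRNAs are not independent replicates, so no p-value is given.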

Although there are some differences in the significance values associated with individual microRNAs, the fold-change estimation (which is used in the subsequent analyses) for both methods was consistent (supplementary fig. S1, Supplementary Material online).

**Fig. 1.**
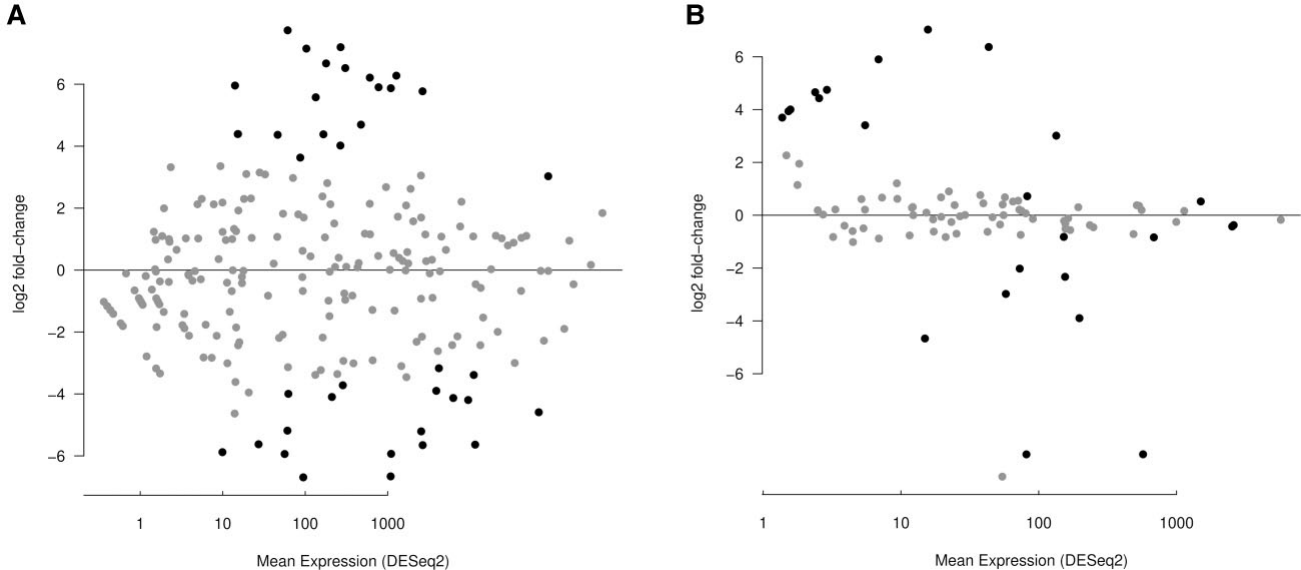
Sex-biased expression of microRNAs in *Drosophila pseudoobscura*. Smear plots of expressed microRNAs. Black dots are microRNAs with a significant sex-biased expression (see Materials and Methods). Positive values indicate male-biased microRNA expression, and negative values female-biased microRNA expression. (*A*) Expression profile for the unpaired dataset. (*B*) Expression profile for the paired dataset.

To investigate whether the chromosomal location between *D. melanogaster* and *D. pseudoobscura* orthologs is conserved, the one-to-one orthologous microRNAs as annotated in Mohammed et al. (2018) were first considered. There were 128 annotated orthologs, of which 122 were successfully mapped to the latest genome versions. The chromosome in which each microRNA is located is conserved for all studied sequences, although some evidence of translocations and inversion is observed within chromosomes (fig. 2). Importantly, among this set of orthologs, there is not a single case of a microRNA in one of the *Drosophila* species that moved to a different chromosome in the other species. In other words, this specific analysis did not identify a microRNA that moved out of a sex chromosome to an autosome (or vice versa), a phenomena that is well described for protein-coding genes, and it is generally due to retroposition (Sturgill et al. 2007; see Discussion).

**Fig. 2.**
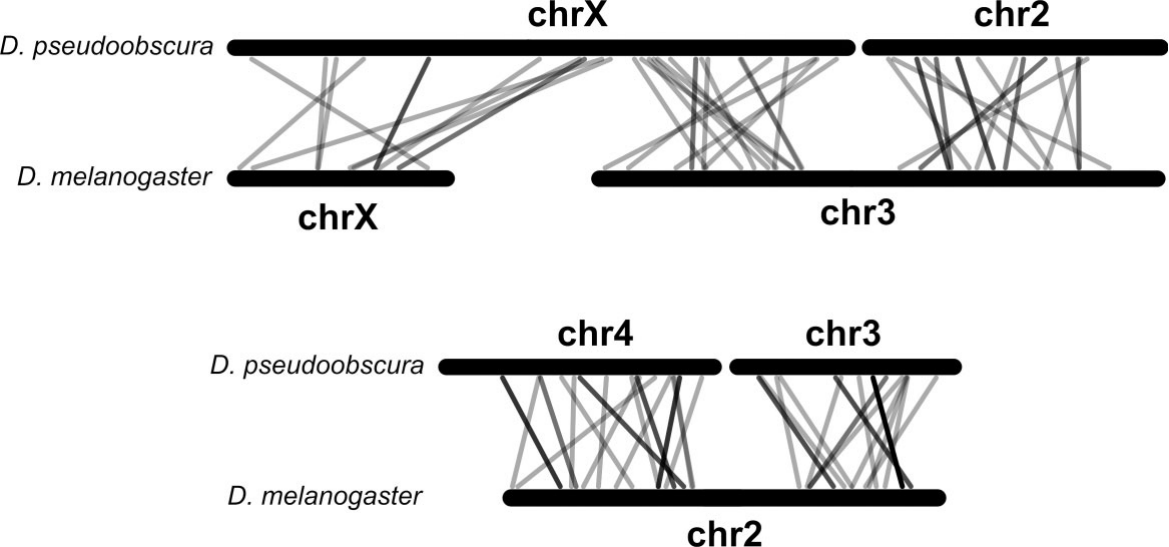
Comparison of the chromosomal location of microRNAs between *D. melanogaster* and *D. pseudoobscura*. Homologous chromosomes of both species are paired, and gray lines connect the location of orthologous microRNAs. Dark gray lines indicate overlap of two or more lines, the darker the more microRNAs: this is due to clustered microRNAs.

A potential bias in the chromosomal location analysis is that orthology may have been defined, partly, by using chromosomal context. To control for that I run reciprocal BLAST among all *D. melanogaster* and *D. pseudoobscura* annotated microRNAs (see Materials and Methods). Clusters of similar sequences were aligned and similarity trees were built (supplementary file S1, Supplementary Material online). Only one microRNA in *D. pseudoobscura* remained unpaired to an ortholog: dps-mir-92c. Mir-92 is one of the most conserved microRNA families in animals, and it has two copies in *D. melanogaster* (mir-92a and mir-92b) and three (mir-92a, mir-92b, and mir-92c) in *D. pseudoobscura*. Recent work has shown that mir-92c is deeply conserved in insects and it is not associated with a recent duplication of any of the other mir-92 in the pseudoobscura lineage (Ninova et al. 2014), so it seems that it has been lost in *D. melanogaster*, although its homology relationships with other microRNA family members are not fully understood. As a matter of fact, Mohammed et al. (2018) suggest that *D. melanogaster* mir-311 is mir-92c’s ortholog, a relationship maintained in the analyses for consistency (see below; fig. 3), but that did not alter the results.

**Fig. 3.**
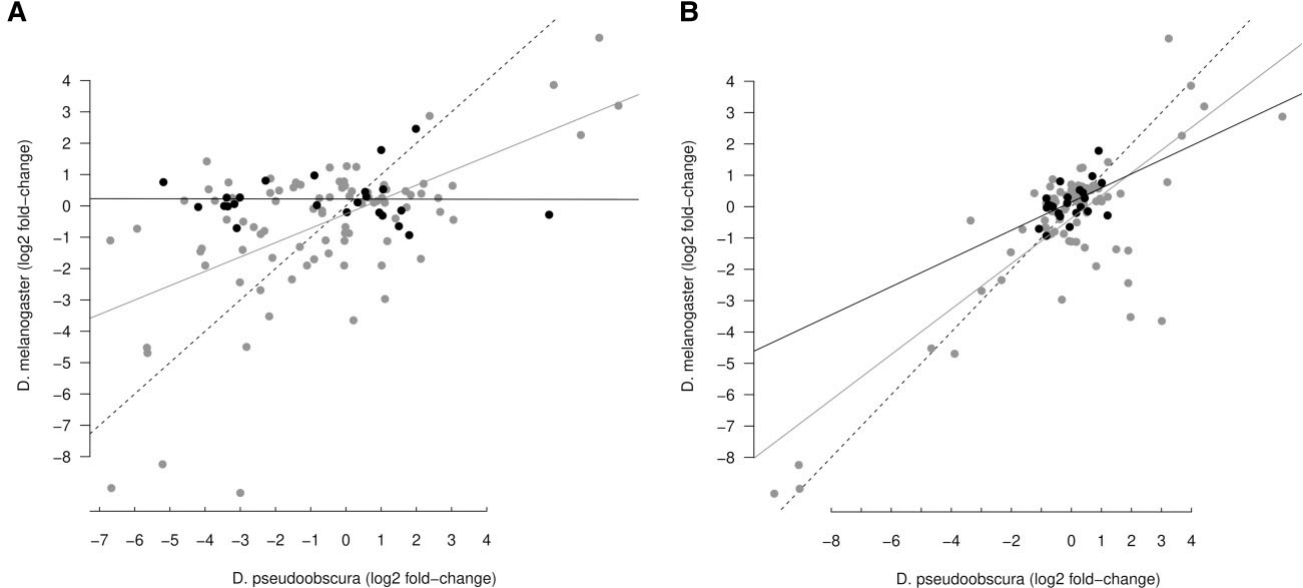
Conservation of sex-biased microRNA expression. Scatter-plot of log2 fold-change expression values of *D. melanogaster* and *D. pseudoobscura*. Black dots represent microRNAs located in the neo-X chromosome in *D. pseudoobscura*, and the other microRNAs are in gray, and black and gray straight lines represent the linear model fitted to both groups, respectively. Dashed line is the 1:1 ratio. (*A*) Comparison between *D. melanogaster* and the unpaired dataset. (*B*) Comparison between *D. melanogaster* and the paired dataset.

In addition, the *D. pseudoobscura* genome was scanned for potential homologous microRNAs annotated so far only in *D. melanogaster* (see Materials and Methods), to identify copies that may have not been detected in earlier works (either because of limited genome sequence information or by the use of strict criteria to filter putative microRNAs). The BLAST searches predicted 26 putative one-to-one previously not identified microRNA orthologs between both species (table 1). Only one newly identified microRNAs was in different chromosomes between the two species: dme-mir-2281. However, independently of whether this is a bona fide microRNA (it is lowly expressed and poorly conserved), it would be an autosome to autosome translocation. There were two microRNAs in *D. melanogaster* that have two copies in *D. pseudoobscura* with at least one of those not previously annotated (table 2). In all these cases, all copies were in the analogous chromosomes in both species.

**Table 1:** Predicted Newly Discovered *D. pseudoobscura* MicroRNAs From Similarity Analysis

MicroRNA	Chromosome^a^	Start	End	Dmel Muller^b^	Dpse Muller^b^
dme-mir-4956	NC_046683.1	4407613	4407712	A	A (XL)
dme-mir-4959	NC_046683.1	7183132	7183227	A	A (XL)
dme_293	NC_046683.1	10364806	10364912	A	A (XL)
dme-mir-2495	NC_046681.1	7935176	7935255	B	B
dme_401	NC_046681.1	8052896	8052975	B	B
dme_282	NC_046681.1	12960481	12960541	B	B
dme_443	NC_046681.1	13700665	13700762	B	B
dme_439	NC_046681.1	15066171	15066236	B	B
dme-mir-4971	NC_046681.1	18771926	18771991	B	B
dme-mir-4984	NC_046681.1	20718387	20718460	B	B
dme_249	NC_046681.1	23301966	23302031	B	B
dme-mir-4976	NC_046680.1	4622992	4623089	C	C
dme_237	NC_046680.1	8875772	8875870	C	C
dme-mir-4979	NC_046680.1	13111227	13111316	C	C
dme-mir-4978	NC_046680.1	15054874	15054942	C	C
dme_427	NC_046683.1	45695309	45695424	D	D (XR)
dme_252	NC_046683.1	60707098	60707189	D	D (XR)
dme-mir-956	NC_046683.1	64904325	64904476	D	D (XR)
dme-mir-4941	NC_046683.1	64977320	64977421	D	D (XR)
dme_409	NC_046679.1	6661296	6661415	E	E
dme-mir-4944	NC_046679.1	7523386	7523519	E	E
dme_382	NC_046679.1	10326693	10326801	E	E
dme_378	NC_046679.1	12937728	12937828	E	E
dme-mir-4952	NC_046679.1	14132980	14133092	E	E
***dme-mir-2281***	***NC_046681.1***	***21159185***	***21159242***	***E***	***B***
dme_384	NC_046679.1	22587365	22587467	E	E

Note.—In bold-italics: a microRNA located in different Muller elements between both species.

a Chromosome accession number in NCBI.

b Muller chromosomal element.

**Table 2:** Predicted Newly Discovered *D. pseudoobscura* with Two Copies

MicroRNA	Chromosome^a^	Start	End	Dmel Muller^b^	Dpse Muller^b^
dme_393	NC_046679.1	21527631	21527726	E	E
dme_393	NC_046679.1	21530842	21530915	E	E
dme-mir-4948	NC_046679.1	1526563	1526662	E	E
dme-mir-4948	NC_046679.1	2671493	2671578	E	E

a Chromosome accession number in NCBI.

b Muller chromosomal element.

Finally, I considered those *D. melanogaster* microRNAs with more than two copies in the *D. pseudoobscura* genome. There were six microRNAs in this category (dme_208, dme_417, dme_455, dme_5, dme_7, and dme-mir-10404), all hitting 55 positions in the genome. These sequences are actually derived from rRNAs, and similar sequences are found associated to rRNA genes in other insects (Chak et al. 2015). In summary, these comparative genomics analyses did not reveal any microRNA that may have moved out, or copied from, the X to any other autosomal chromosome.

To investigate whether the expression profile of microRNAs change in a different chromosomal context, I compared the sex-bias in the expression of orthologogous microRNAs between both *Drosophila* species. A scatter-plot of the log2 fold-change values for pairs of autosomal orthologs reveals that the expression bias is conserved between both species in the unpaired dataset, although microRNA expression biases in the *D. pseudoobscura* neo-X chromosome does not show any association with their ortholog expression biases (fig. 3*A*, supplementary table S1, Supplementary Material online). In the paired dataset, where two biological replicates for both sexes exist and batch effects are controlled, the female/male expression bias is also roughly conserved in microRNAs that are autosomal in *D. melanogaster* but that are in the new-X chromosome in *D. pseudoobscura* (fig. 3*B*; fitted linear model, *P* = 0.06, *R*^2^ = 0.2). 

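The orthologs with a base mean of at least 1 and a read in each sex were compared between the edgeR log2 fold change in *D. pseudoobscura* and the paper's log2 fold change in *D. melanogaster*. On the neo-X there were 19, with a Pearson r of 0.50 (permutation test, two-sided, p = 0.0279, and 0.0558 after Benjamini-Hochberg adjustment over 6 comparisons between groups of microRNAs). The linear model had a slope of 0.54 and an R squared of 0.250, and 10 of the 19 had the same sign in both species. Spearman's rho was 0.439 (permutation p = 0.0622). Without the 2 microRNAs farthest from the median r was 0.619 (permutation p = 0.00703). None of the 20 neo-X microRNAs tested passed the thresholds for sex bias in edgeR's test. Outside the neo-X there were 44 orthologs, with an r of 0.945 (permutation p = 1e-05, the smallest that the permutations can give) and a rho of 0.706 (permutation p = 1e-05), and 32 had the same sign in both species. These correlations are across microRNAs, which are not independent replicates, and the difference between the groups was not tested. Outside the neo-X, r leans on extreme values. There dps-mir-318 and dps-mir-994 had -8.82 and -8.65 here and -8.24 and -9.00 in *D. melanogaster*. The neo-X values here ran only from -0.33 to 1.66, so the r of the groups cannot be compared directly. The fit with no replicate block gave an r on the neo-X of 0.449 (permutation p = 0.0524), and outside it of 0.951 (permutation p = 1e-05). Leaving out a sample moved the neo-X value most: on log2 CPM r was 0.389 with all samples and -0.084 without the first male sample. For the 14 microRNAs with a base mean of at least 10, r from edgeR was 0.248 (permutation p = 0.395). Within the runs, on log2 CPM, r on the neo-X was 0.384 in the first run and 0.126 in the second, and outside the neo-X 0.837 and 0.951. From the relation of the neo-X orthologs in the paired dataset, the paper concludes that their sex bias is roughly conserved.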

There are, however, two notable exceptions of microRNAs that are strongly male biased in *D. pseudoobscura* but female biased in *D. melanogaster* (fig. 1*B*): mir-311 and mir-92c (see Discussion).

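The deposited counts held 4 reads of dps-mir-311, all in the male library of the second run, and 1 read of dps-mir-92c in the same library. Both female libraries had 0 reads of either. With a base mean of 0.217 and 0.0542, neither entered the test, and no fold change is given. For the paired samples, the paper's Supplementary Table 1 has base means of 134 and 1.83, with log2 fold changes of 3.01 and 1.97. Its adjusted p (DESeq2) was 8.69e-18 for dps-mir-311 and 0.403 for dps-mir-92c. The deposited counts lack most of the reads behind these values, so they cannot test the paper's statement. On chromosome 3, dps-mir-311 lies from 12415464 to 12415574, between annotated genes. Its neighbor dps-mir-2552, from 12414979 to 12415091, had 33 and 253 reads in the male libraries and 0 and 2 in the female libraries. The other members of the cluster had at most 5 reads in a library. The paper's log2 fold changes for the *D. melanogaster* orthologs of dps-mir-311 and dps-mir-92c were -3.65 and -3.52.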

To characterize the expression of novel and conserved microRNAs depending on the chromosomal context, I compared the expression bias (log2 fold-change) of novel and conserved microRNAs in both autosomes and the X chromosome in *D. pseudoobscura*. 

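A microRNA was taken as conserved where Supplementary Table 1 gives a *D. melanogaster* ortholog, and otherwise as specific to *D. pseudoobscura*. The paper took its lineage-specific microRNAs from another study, so its groups may differ from these. After the filter on base mean and on reads in each sex, 77 microRNAs remained, 63 conserved and 14 specific. The median log2 fold change of the specific microRNAs was higher than that of the conserved ones by 0.23. On the autosomes the medians were 0.23 for the 9 specific and 0.23 for the 40 conserved microRNAs, and on the X they were 0.76 for 5 and 0.55 for 23. In a Scheirer–Ray–Hare test on ranks, the conservation term had H = 1.14 (permutation p = 0.292, and 0.350 after Benjamini-Hochberg adjustment over 6 comparisons), the chromosome term had H = 3.38 (permutation p = 0.0644) and the interaction a permutation p of 0.920. In the fit with no replicate block, the difference was 0.026 and the conservation term had a permutation p of 0.386. Leaving out a sample moved the difference most: on log2 CPM it was 0.29 with all samples, 0.85 without the second male sample and -0.053 without the first. Without the requirement of a read in each sex, 17 specific and 66 conserved microRNAs gave a difference of 0.37 (permutation p = 0.0475). In log2 CPM within each run, the difference was 0.14 in the first run and 0.08 in the second.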

By building a linear model on ranked log2 fold-changes considering chromosomal context and evolutionary age (Scheirer–Ray–Hare test), there was strong statistical support for novel microRNAs to be overexpressed in males, in both the unpaired (*P* = 0.0045; fig. 4*A*) and the paired (*P* = 0.0187; fig. 4*B*) datasets. 

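Among the 14 microRNAs specific to *D. pseudoobscura*, the 5 on the X were higher than the 9 on the autosomes by 0.53 in median log2 fold change, a difference within the spread of the groups (exact rank-sum permutation test, two-sided, p = 0.518, and 0.518 after Benjamini-Hochberg adjustment over 6 comparisons). The smallest two-sided p that this design allows is 0.000999. The difference was 0.85 with no replicate block (exact p = 0.518). Within the runs, on log2 CPM, it was 0.27 in the first and -0.19 in the second. The quartiles were 0.43 and 1.47 for the 5 on the X, and -0.18 and 0.98 for the 9 on the autosomes. A single one of the 5 was called, dps-mir-2536, which lies between annotated genes on the XL arm of the X from 9711368 to 9711478. It had 4 and 32 reads in the male libraries and 0 and 2 in the female libraries, and was at least 2.30-fold higher in males (adjusted p = 0.0295 from edgeR's quasi-likelihood test). Its neighbor dps-mir-2520, from 9711102 to 9711221, had 1 and 17 reads in males and 0 in both female libraries, which was not detectable as a difference (adjusted p = 0.116 from the same test), although DESeq2 called it (adjusted p = 0.0447).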

In the controlled paired dataset, within the novel microRNAs, those in the X chromosome tend to have a higher expression bias toward males with respect to those in the autosomes (fig. 4*B*). More specifically, when I compare the testis to ovary expression ratio for microRNAs expressed in the gonads, a clear pattern of novel microRNAs in the X tending to be overexpressed in testis becomes evident (fig. 4*C*; conservation *P* < 0.0001, chromosome *P* = 0.0115).

**Fig. 4.**
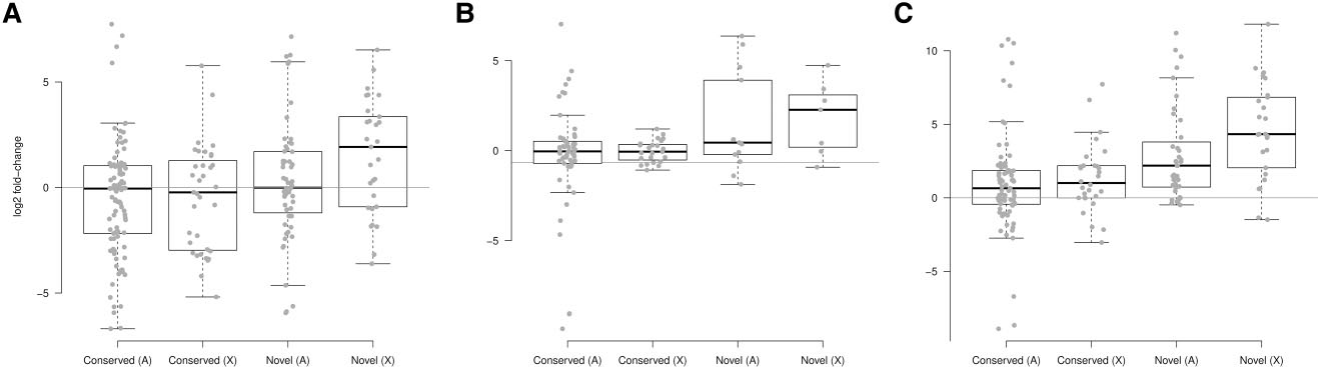
Expression of novel and conserved microRNAs. Log2 fold-change of male versus female expression for conserved or *D. pseudoobscura-*specific (novel) microRNAs, either autosomal (*A*) or in the X chromosome (X) for the unpaired (*A*) and the paired (*B*) dataset. (*C*) Log2 fold-change of testis versus ovary expression.

A caveat in this analysis is the nonindependence of expression profiles among clustered microRNAs, as they tend to be produced from the same transcript. To evaluate the impact of microRNA clusters, only the highest expressed microRNA in each cluster (microRNAs within 10 kb to each other) was considered. 

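With the microRNA of highest base mean kept from each cluster, 62 loci passed the filter, and 18 of those with an ortholog were on the neo-X and 32 elsewhere. On the neo-X, the log2 fold changes in both species had a Pearson r of 0.420 (permutation test, two-sided, p = 0.0819, and 0.123 after Benjamini-Hochberg adjustment over 6 comparisons) and a Spearman rho of 0.375 (permutation p = 0.125). Elsewhere r was 0.927 (permutation p = 1e-05, the smallest that the permutations can give) and rho 0.680 (permutation p = 4e-05). The loci elsewhere again included the extreme values of dps-mir-318. Without the pairing (no replicate block), r was 0.308 on the neo-X (permutation p = 0.213) and 0.936 elsewhere (permutation p = 1e-05). Within the runs, on log2 CPM, r was 0.204 in the first and 0.312 in the second on the neo-X, and 0.751 and 0.955 elsewhere. The cluster on chromosome 3 that holds dps-mir-311 and dps-mir-92c was represented by dps-mir-2552, which has no ortholog in Supplementary Table 1, so that it is not among these loci. In that table dps-mir-311 has the higher base mean, 134 against 43.3, so this choice follows from the low deposited counts of dps-mir-311.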

Overall the log2 fold-change in expression is similar in both species (fig. 5*A*) with the main exception of the microRNA cluster already mentioned above. For novel X-linked microRNA clusters, there were four loci, all highly expressed in testis (fig. 5*B*). This also suggests that novel X-linked microRNAs tend to emerge within other microRNA clusters/loci (see Discussion).

**Fig. 5.**
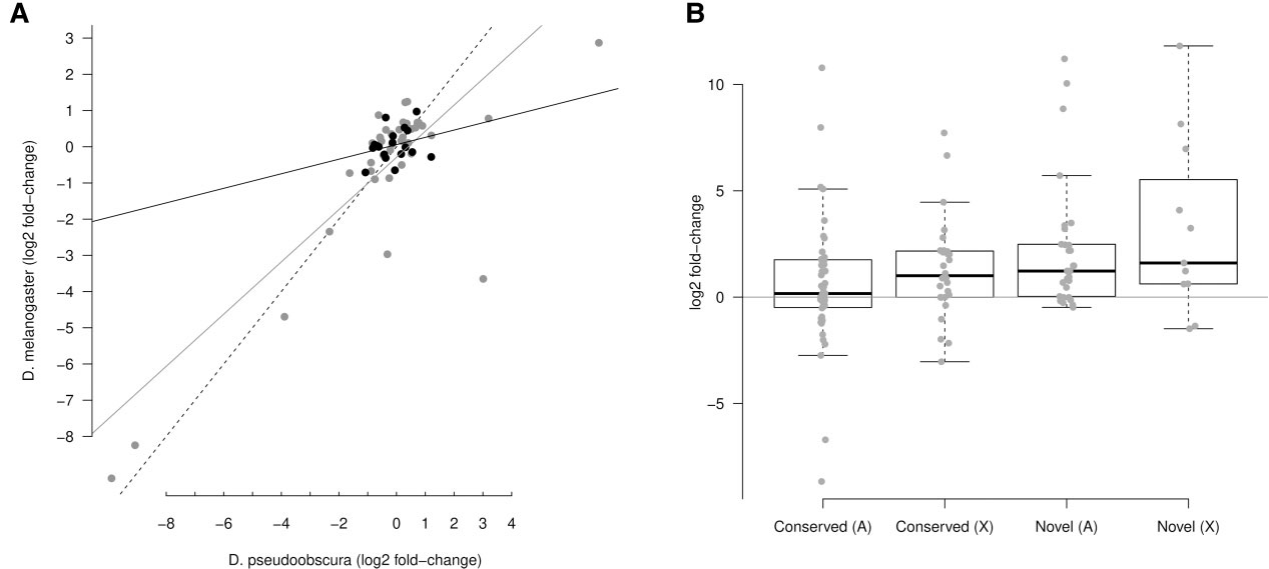
Sex-biased expression of microRNA clusters in *D. pseudoobscura*. (*A*) Scatter-plot of log2 fold-change expression values of *D. melanogaster* and *D. pseudoobscura* clusters for the paired dataset. Black dots represent microRNA clusters located in the neo-X chromosome in *D. pseudoobscura*, and the other microRNAs are in gray, and black and gray straight lines represent the linear model fitted to both groups respectively. Dashed line is the 1:1 ratio. (*B*) Log2 fold-change of testis versus ovary expression for conserved or *D. pseudoobscura*-specific (novel) microRNA clusters, either autosomal (*A*) or in the X chromosome (X).

## Discussion

In this work, I characterized the sex-expression pattern of microRNAs in *D. pseudoobscura* to investigate the evolutionary dynamics of male-expressed microRNAs, first by analyzing already available datasets (two female and one male RNAseq datasets with different library preparations), and after by sequencing paired samples (two males and two females) to control for batch effects. By comparing the expression profile of *D. pseudoobscura* and *D. melanogaster*, it was evident that the sex-bias of microRNAs is largely conserved between both species. This is also the case for microRNAs that were located in an autosome which became the neo-X arm after a translocation, supporting that the relative expression between males and females does not depend on the chromosomal context. In other words, male-biased microRNAs may acquire their expression profile early during evolution, but then their expression is maintained even if the chromosome acquires a sex chromosome status. The conservation of the expression bias as well as the conservation of the chromosome in which microRNAs are located provides strong evidence against demasculinization having any impact on microRNAs.

There were two exceptional cases, when analyzing the paired dataset, of microRNAs strongly male-biased in *D. pseudoobscura* but strongly female-biased in *D. melanogaster*. These microRNAs belong to the mir-310–313, whose products are maternally deposited in the egg (Ninova et al. 2014; Marco 2015). In this study, to avoid the excessive contamination from maternal/embryonic microRNAs in females (Marco 2014, 2015; Ninova et al. 2014), the RNA of young virgin females was sequenced. That may explain the differences observed in these two particular clusters. In any case, both microRNAs clusters are located in the homologous autosome in both species, so the observed difference is surely not a consequence of a different chromosomal context.

In the lineage of the species *D. willistoni*, there was an independent fusion of the Muller element D (chr3L in *D. melanogaster*) with the X chromosome, generating a neo-X similar to what happened in the pseudoobscura lineage. Of the male-biased *D. melanogaster* microRNAs, only two were located in the 3L chromosome: mir-274 and mir-276a. BLAST searches revealed that both microRNAs are conserved in *D. willistoni* as well as the neighboring region, suggesting that the synteny is conserved. However, as far as I know, these scaffolds are not mapped into the Muller elements and a detailed analysis of any potential movement out of the *D. willistoni* neo-X is not possible at the moment.

The demasculinization model described in the Introduction assumes that male-expressed (male-beneficial) genes are more likely to be evolutionarily lost if they are located in the X chromosome, as damaging mutations are often lethal in hemizygosity (fig. 6*A*). Hence, gene copies in the autosome are favored, whereas the ancestral X located copy is eventually lost (Sturgill et al. 2007). Some groups have suggested that novel microRNAs are under positive selection upon emergence (Lyu et al. 2014), and therefore, they are more likely to be fixed in the X chromosome if they are male-beneficial. However, once fixed, recessive deleterious mutations will be more damaging for males if the microRNA is in the X chromosome. As a matter of fact, a majority of novel microRNAs is lost within a relatively short evolutionary period (Lyu et al. 2014). The genes are copied by retroposition (fig. 6*B*), in which a reverse transcriptase makes a DNA copy of the processed transcript which is inserted (by a retroviral integrase) in the genome. The original copies of genes retroposed into the autosomes are eventually lost (fig. 6*C*). This mechanism is highly unlikely, if not impossible, in microRNAs because processed microRNA precursors leaving the nucleus (and therefore exposed to endogenous reverse transcriptases) are short (<100 nucleotides) RNA molecules with an internal hairpin structure (Bartel 2004), lacking a polyadenylation sequence that could be used as a primer by the endogenous reverse transcriptases (Wei et al. 2001). DNA-based gene relocation (i.e., not involving retroposition) has also been described in X to autosome gene movement (Vibranovski et al. 2009). However, it was not detected in this analysis any microRNA X to autosome translocation, so DNA-based demasculinization has not been observed either, yet it will be interesting to explore microRNA interchromosomal movement at longer evolutionary distances (although the current assemblies do not allow to perform this analysis yet). Nevertheless, in future works DNA-based transposition should be taken into account as the most likely mechanism of microRNA interchromosomal movement.

**Fig. 6.**
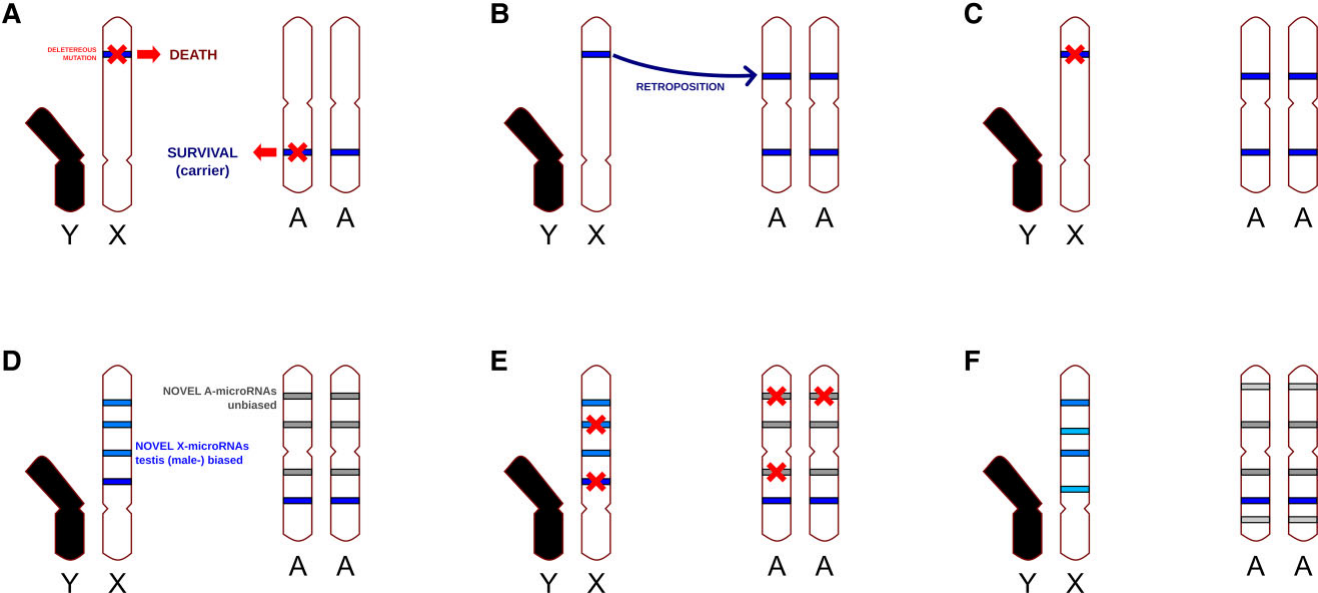
Models of protein-coding and microRNA genes evolution. (*A*) Effect of deleterious mutations in male genes. (*B*) Retroposition out of the X chromosome. (*C*) Deletion of the original copy of a retroposed gene. (*D*) Novel microRNAs emerge but in the X chromosome they tend to be highly expressed in testis. (*E*) Random deleterious mutations impair the function of microRNA genes, which are eventually lost. (*F*) As new testis-expressed microRNAs accumulate preferentially in the X chromosome, an enrichment of male-biased microRNAs in the X chromosome is observed. Details of the models are in the main text.

This work supports an alternative model of evolution. MicroRNAs have a high rate of turn-over. That is, novel microRNAs appear at high frequencies (fig. 6*D*), which is less common in protein-coding genes. Novel genes are often male-biased (Metta and Schlötterer 2008), and if they are in the X they are frequently highly expressed in testis (this work, see also Mohammed et al. 2014). Once a new microRNA transcript with male-biased expression emerges in the X chromosome, it can potentially serve as a source of novel linked microRNAs within the transcript, which may explain why evolutionarily young X-linked male-biased microRNAs tend to appear in clusters, not only in *Drosophila*, but also in mammals (fig. 5*B*; Li et al. 2010; Devor et al. 2011; Marco, Ninova, Ronshaugen, et al. 2013). This bias in gene expression of newly emerged microRNAs, together with the high rate of evolutionarily young microRNA loss (fig. 6*E*) eventually leads to an enrichment of male (testis) expressed microRNAs in the X chromosome (fig. 6*F*). Alternatively, if X-located male-biased microRNAs had an important function and, therefore, were under purifying selection, this selection is expected be significantly weaker than in protein-coding genes, as only a very small fraction of nucleotides of a whole microRNA transcript is functional (Rodriguez et al. 2004), whereas for protein-coding genes a large fraction of exonic nucleotides code for functional amino acids. In other words, whereas a microRNA gene contains dozens of nucleotides necessary for the production of a mature microRNA, a protein-coding gene of the same size contains thousands of these nucleotides, and are therefore more likely to be hit by a random mutation. Either way, natural selection seems to have a limited role in the birth and maintenance of male-biased X-linked microRNAs. Future work on older neo-X chromosomes in *Drosophila* and other insects will shed further light on the validity of this model in other species and over significantly longer evolutionary periods.

It is also important to keep into consideration that male-biased expression does not necessarily mean beneficial for males, or that losing the gene males fertility will be compromised. Indeed, genes whose lack of function lead to infertility are male expressed, but the converse does not hold true, male-biased genes are not generally fertility genes (Lindsley et al. 2013). Putting all this together, this work strongly suggests that the X-chromosome is enriched in male-biased microRNAs as a consequence of mutation bias (tendency of novel microRNAs in the X to be male biased), lack of retroposition, and a conservation of the expression bias independently of the chromosomal context. In summary, the evidence suggests that the chromosomal location of sex-biased microRNAs is nonadaptive.

## Materials and Methods

### Sample Collection

The work was done with a *D. pseudoobscura* stock kindly donated by Tom Price (University of Liverpool) and Nina Wedell (University of Exeter), collected in Show Low (Arizona, USA). All flies were kept at 18 °C on cornmeal-based media, with 12 h light/dark cycles. Adult males and females were collected at age 7 days. Unfertilized eggs were collected from virgin females in population cages (∼30–50 females) in cycles of 12 h. Virgin females were allowed to lay eggs in control vials to ensure they were virgins. We discarded population cages with females coming from control vials having larvae within 2 weeks (in these experiments, it only happened once). Eggs were collected with a sieve and washed with wash solution (NaCl 100 mM, Triton X-100 0.7 mM) and water.

### RNA Extraction and Sequencing

Total RNA from four samples (two males and two females) samples was extracted using TRIzol (Life Technologies) as recommended by the manufacturer. RNA was dissolved in RNase-free water. For small RNA sequencing, I used the TruSeq Small RNA Sample Preparation Kit (Illumina) to generate the cDNA library using selected constructs of sizes 145–160 bp in a 6% PAGE gel, and precipitated in ethanol. DNA integrity was checked with TapeStation (Agilent). Samples were sequenced in-house with an Illumina MiSeq sequencing machine.

### MicroRNA Expression Analysis

Reads were mapped to the *D. pseudoobscura* genome sequence assembly 104 (Liao et al. 2021) with HISAT2 version 2.2.1 (Kim et al. 2019) with default parameters. Raw reads were deposited in the Gene Expression Omnibus (GEO) at NCBI with accession number GSE179989. Additionally, reads from other *D. pseudoobscura* samples were retrieved from GEO: GSE98013 (Mohammed et al. 2018) (two males and one female samples) and GSE48017 (Lyu et al. 2014) (one ovary and one testis samples) and also mapped to the same reference genome. Reads from *D. melanogaster* SRR016854, SRR018039, SRR069836, and SRR069837 (Chung et al. 2008; Roy et al. 2010) were mapped with the same method to the reference genome dm6 (Hoskins et al. 2015). Adapters were trimmed with Cutadapt 1.18 (Martin 2011) before mapping. Read counts were obtained with featureCounts 2.0.2 (Liao et al. 2014) using the annotation coordinates from miRBase release 21 (Kozomara et al. 2018) and the additional microRNAs originally annotated by Mohammed et al. (2018), filtering out those mapping with 100% identity to multiple regions in the current genome assembly. MicroRNAs labeled as erroneously annotated by this study were also removed from the analysis. DGE analyses of our *D. pseudoobscura* samples and the *D. melanogaster* male and female available datasets, were conducted with DESeq2 version 1.24.0 (Love et al. 2014: 2) with local fitting. Alternatively, DGE was also done with limma version 4.2.0 (Ritchie et al. 2015) using TMM normalization and voom transformation (Law et al. 2014). For both DGE methods, the model used was expression ∼ batch + sex, where batch is the sequencing run. In the fold-change comparison between chromosomes and novel and conserved microRNAs, only those with at least one read count in one of the samples in each sex and a base mean (from DESeq2) of at least one were considered.

### Homology Analysis

Annotated microRNAs from both species were compared via BLAST 2.9.0 (Altschul et al. 1997) using the R wrapper rBLAST 0.992 (https://github.com/mhahsler/rBLAST/): blastn with word size 10 and *E*-value threshold of 0.1. Pairs of similar sequences between species were built into a graph with igraph 1.2.11 (https://igraph.org) and connected graphs were extracted as similarity groups (potentially homology groups). For each similarity group, a sequence alignment with MAFFT 2.9.0 (Katoh and Toh 2008) and a neighbor-joining tree (Saitou and Nei 1987) using uncorrected distances with ips 0.0.11 (https://www.rdocumentation.org/packages/ips) were built for visual inspection. To identify potential, and previously missed, microRNAs, *D. melanogaster* microRNA precursors were compared against the *D. pseudoobscura* genome with blastn (word size 10, *E*-value threshold of 0.01). Alignments of precursor microRNAs of length 60 or over were further considered. Lineage-specific (novel) microRNAs were those described by Mohammed et al. (2018).

All data generated and scripts to reproduce the full analysis is available from GitHub: https://github.com/antoniomarco/miRpseudoobscura.

## Supplementary Material

evac103_Supplementary_Data Click here for additional data file.

## Data Availability

Sequencing data generated is freely available from NCBI GEO (GSE179989). All analyses presented can be reproduced with the scripts available at GitHub: https://github.com/antoniomarco/miRpseudoobscura.

# Supplementary material for: The Chromosomal Distribution of Sex-Biased MicroRNAs in Drosophila is Nonadaptive
**Source:** Genome Biol Evol. 2022 Jul 9;14(7):evac103. doi: 10.1093/gbe/evac103
**Supplement:** evac103_Supplementary_Data

**Supplementary Figure 1**

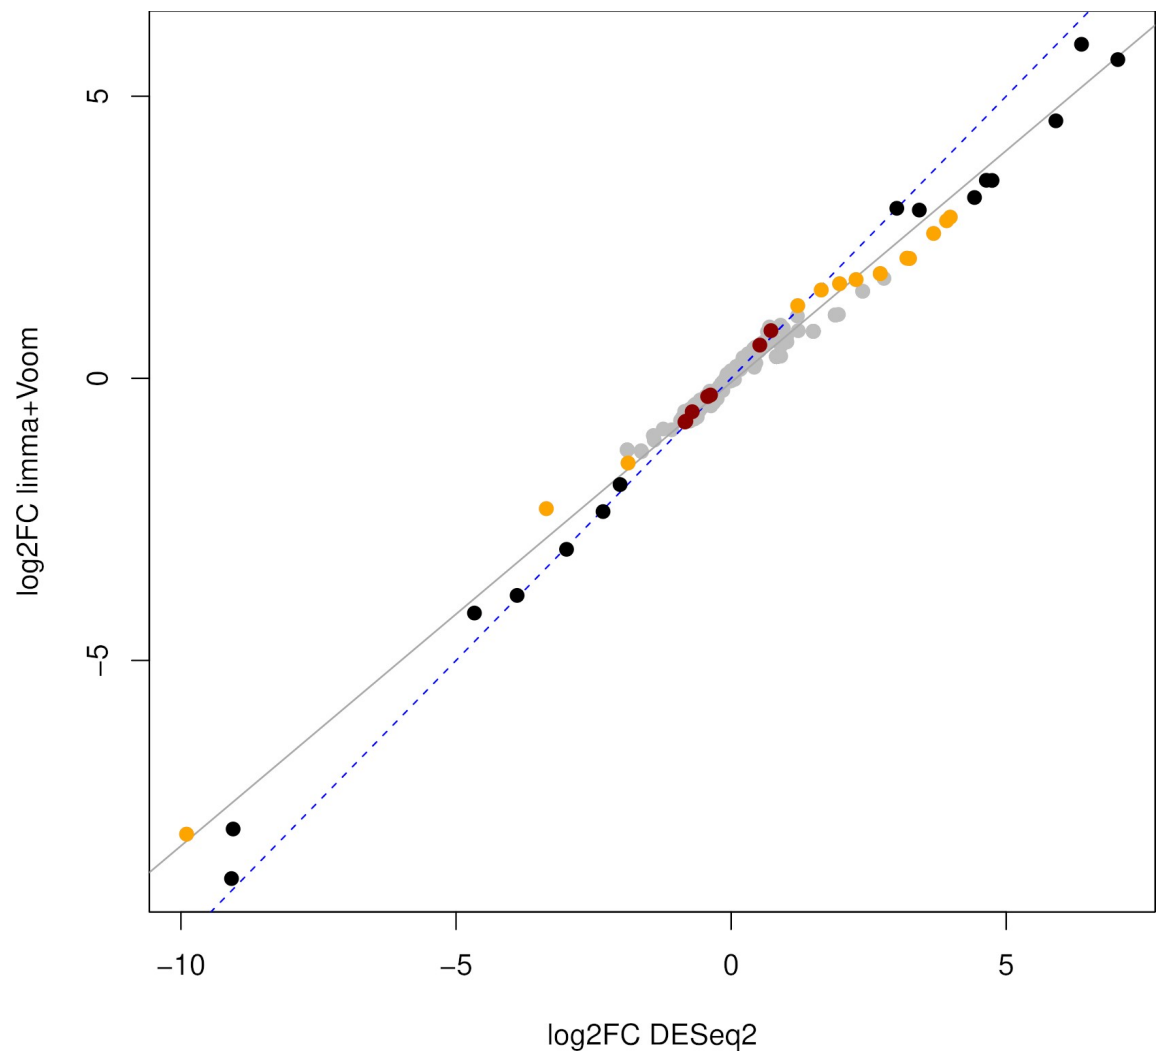

**Supplementary Figure 1.** Comparison between the log2 fold-changes from the differential microRNA expression analysis of the paired samples with DESeq2 and Limma with Voom transformation. Dot color code: black, differentially expressed (DE) according to both methods; orange, DE according to Voom-Limma only; red, DE according to DESeq2 only; grey, not DE with either method.

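From the deposited counts, DESeq2 called 17 microRNAs and limma-voom called 6, and all 6 were called by both methods. The vertical and horizontal values of such a plot are log2 fold changes of male against female expression, so that a microRNA with the same estimate from both methods lies on the diagonal.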

# Supplementary material for: The Chromosomal Distribution of Sex-Biased MicroRNAs in Drosophila is Nonadaptive
**Source:** Genome Biol Evol. 2022 Jul 9;14(7):evac103. doi: 10.1093/gbe/evac103

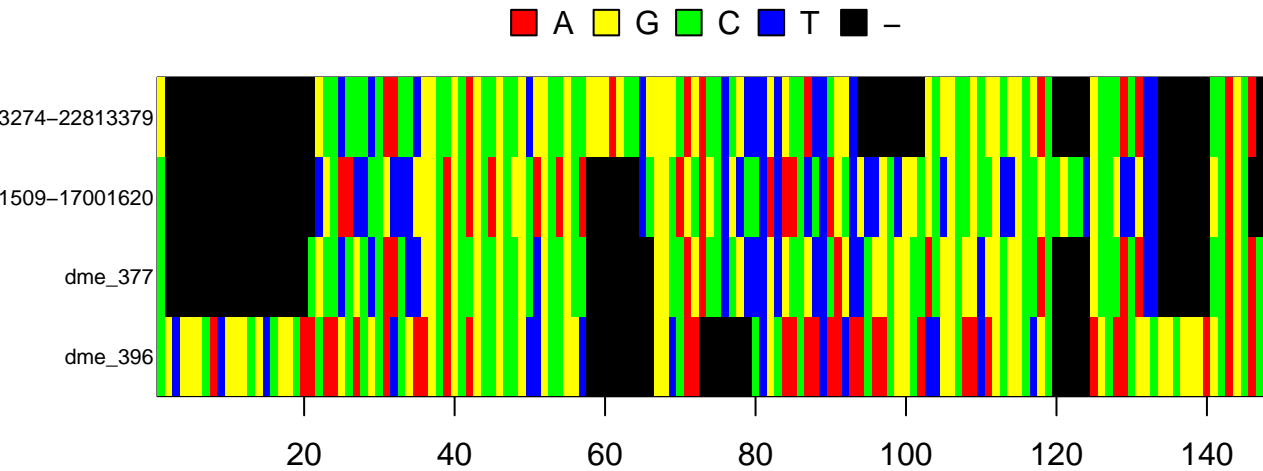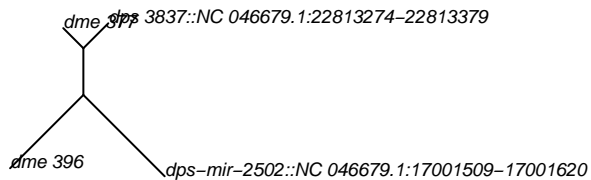

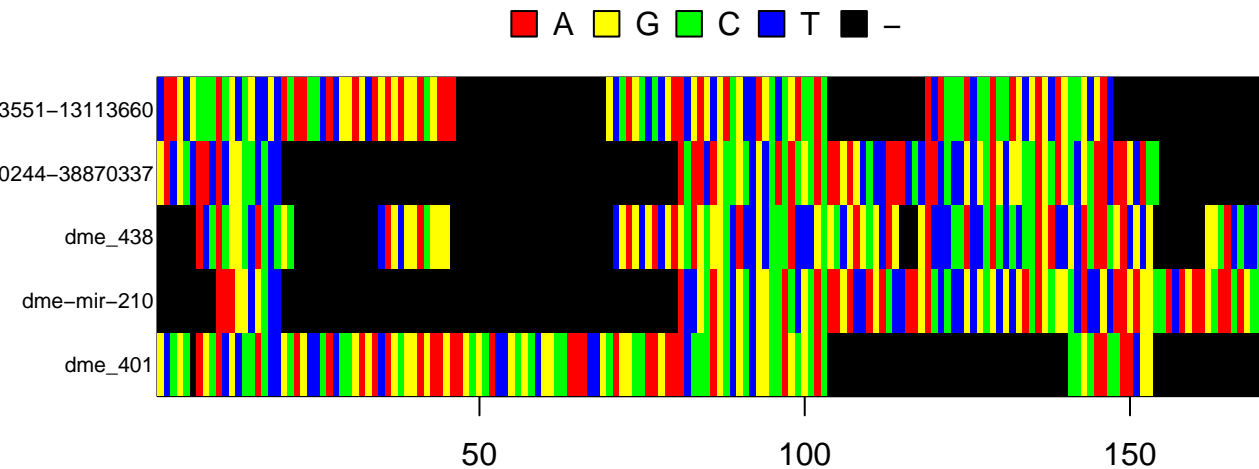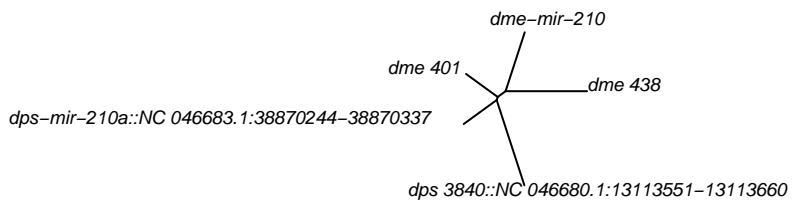

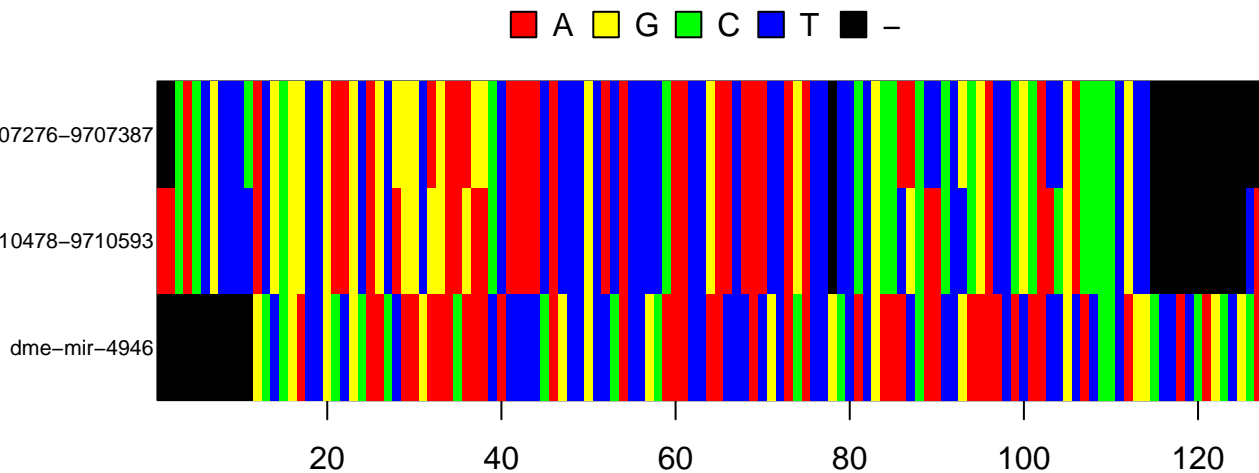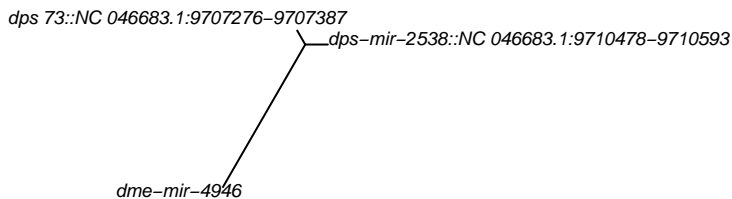

■ A
 ■ G
 ■ C
 ■ T
 ■ -

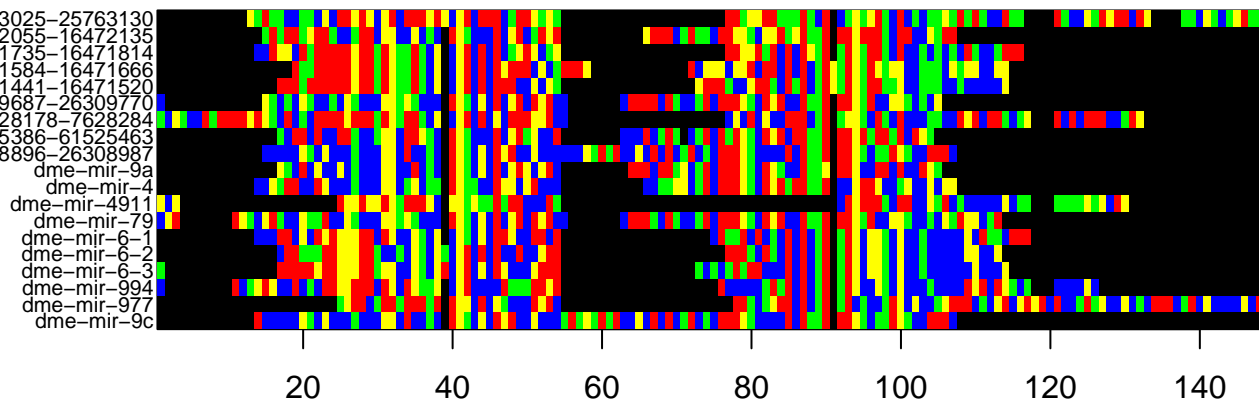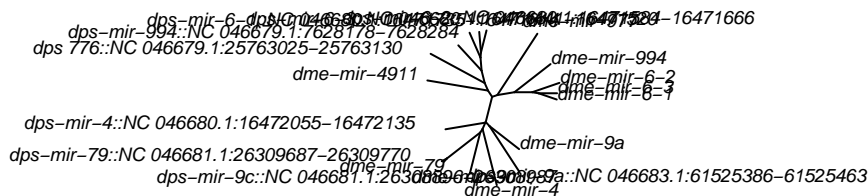

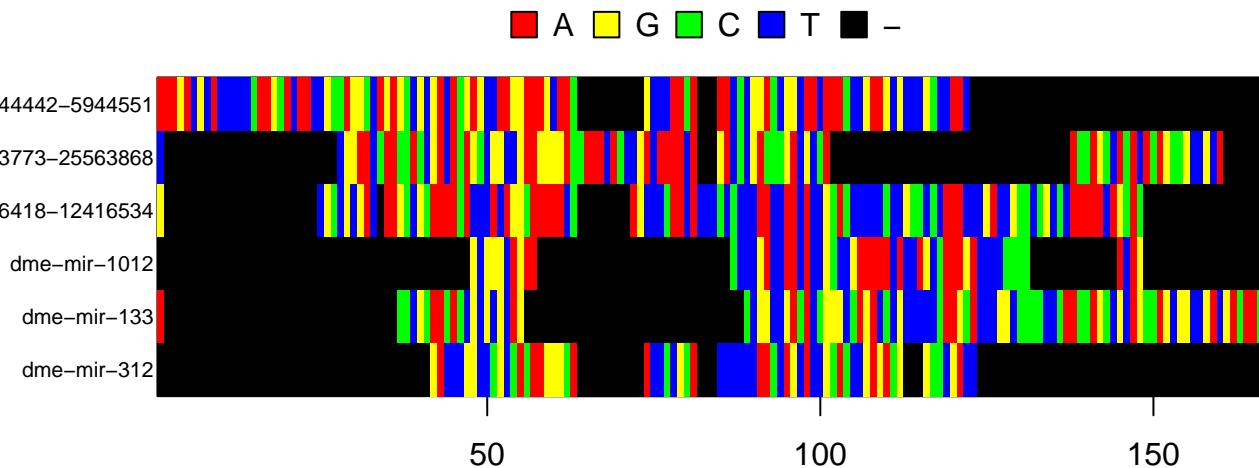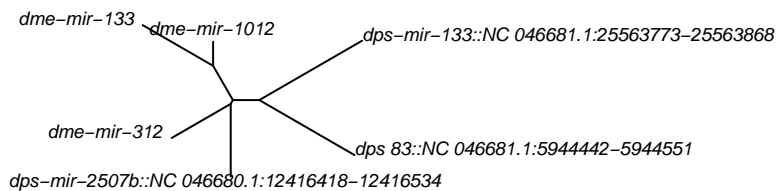

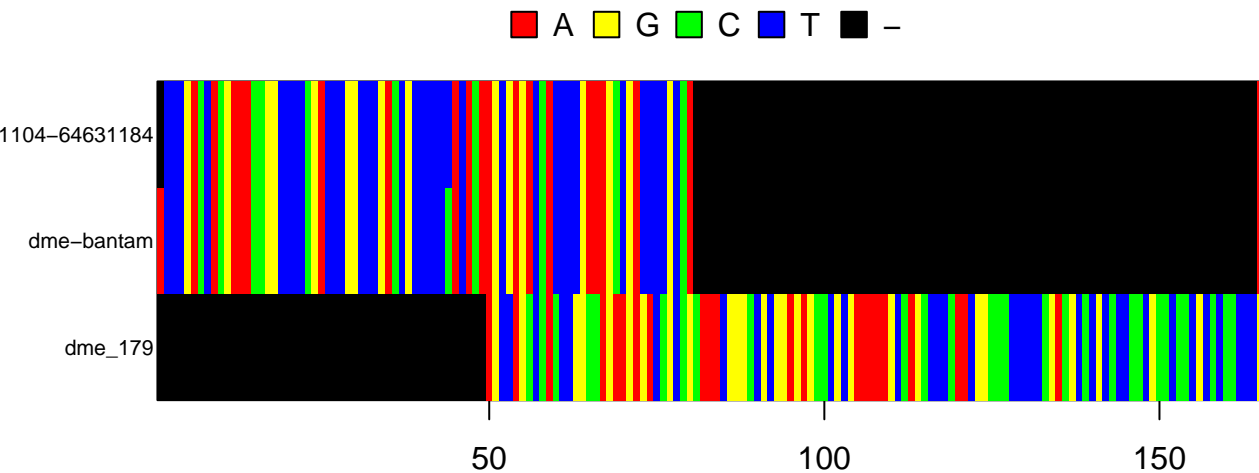

dps-bantam::NC 046683.1:64631104-64631184

dme-bantam

dme\_179

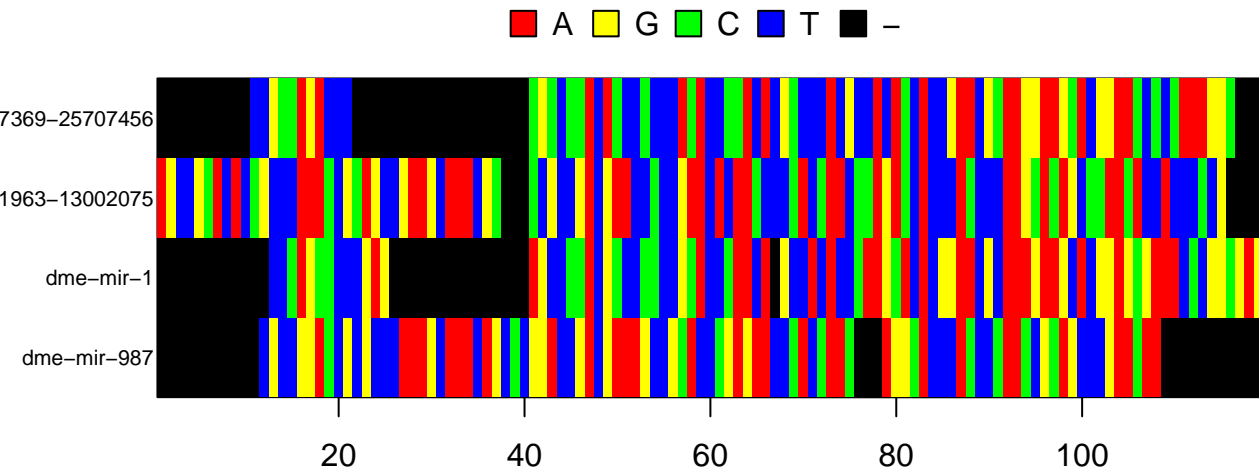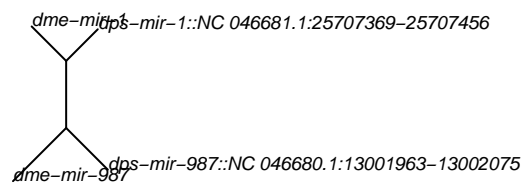

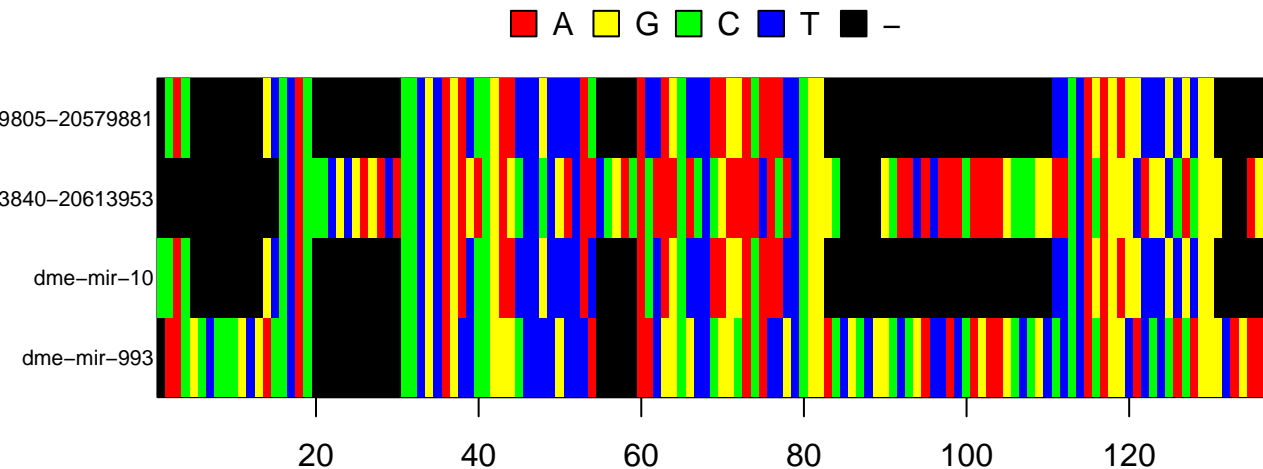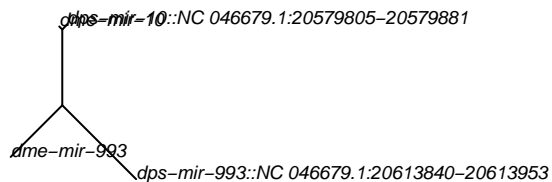

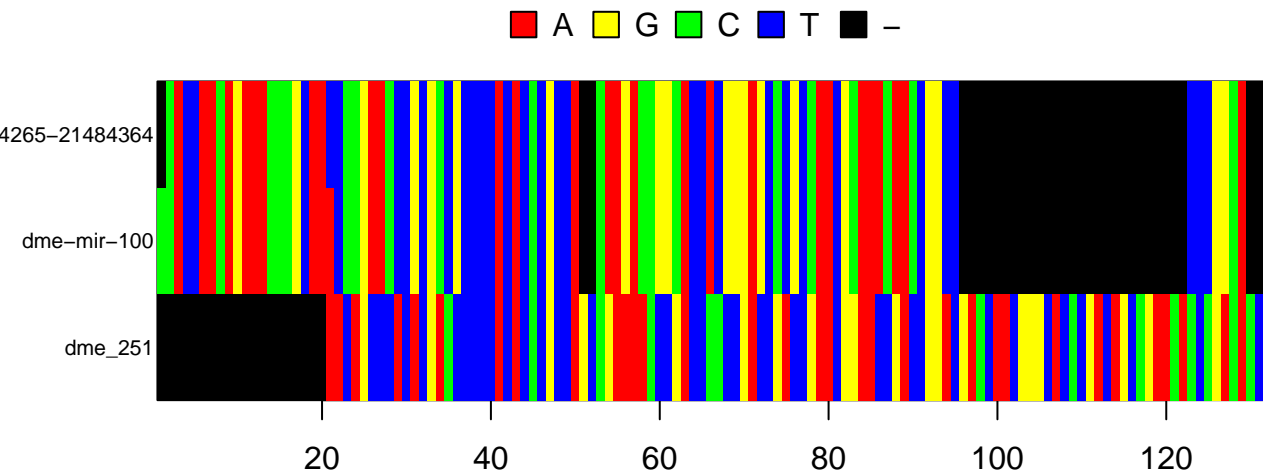

dps-mir-100::NC 046681.1:21484265-21484364

dme-mir-100

dme\_251

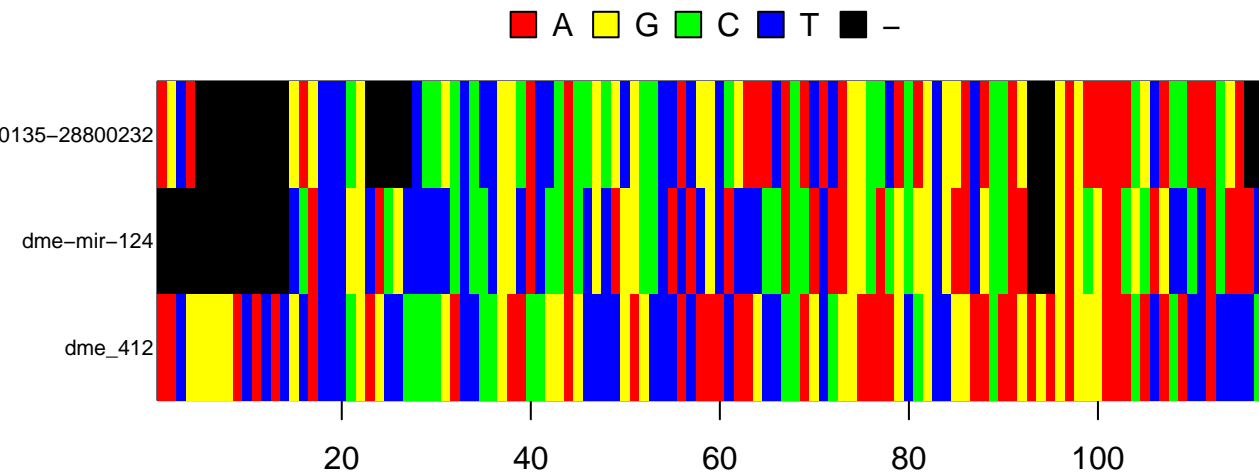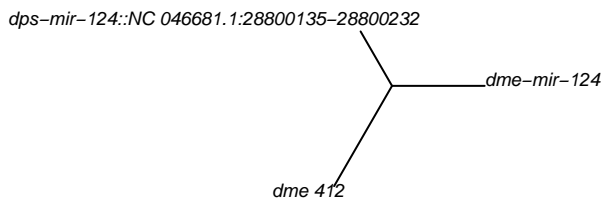

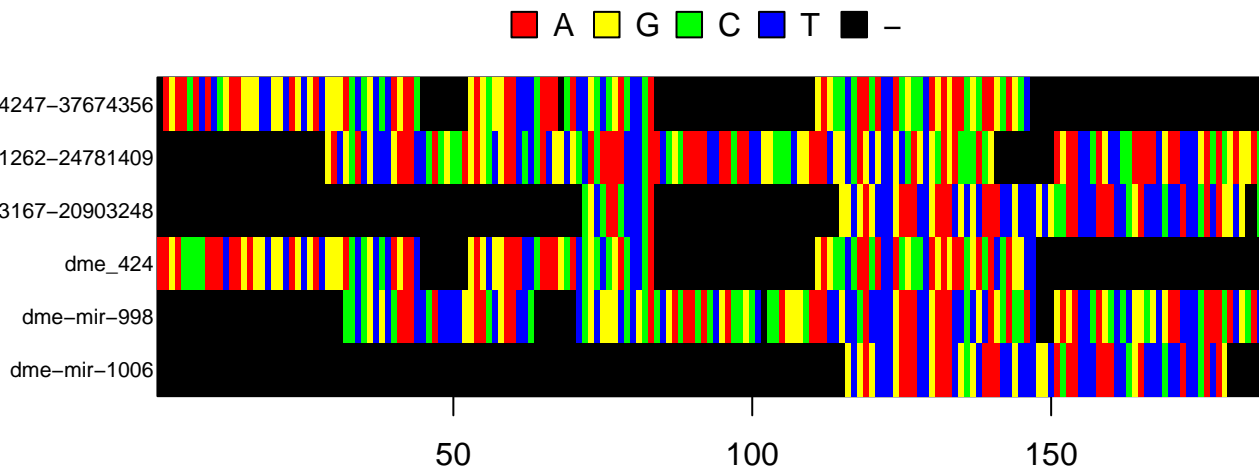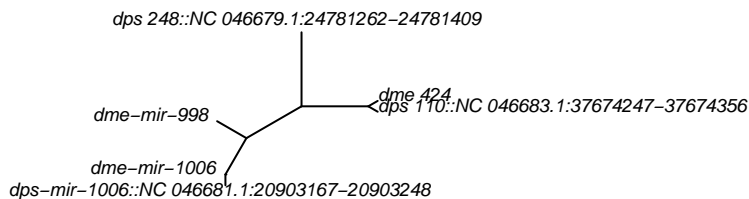

■ A
 ■ G
 ■ C
 ■ T
 ■ -

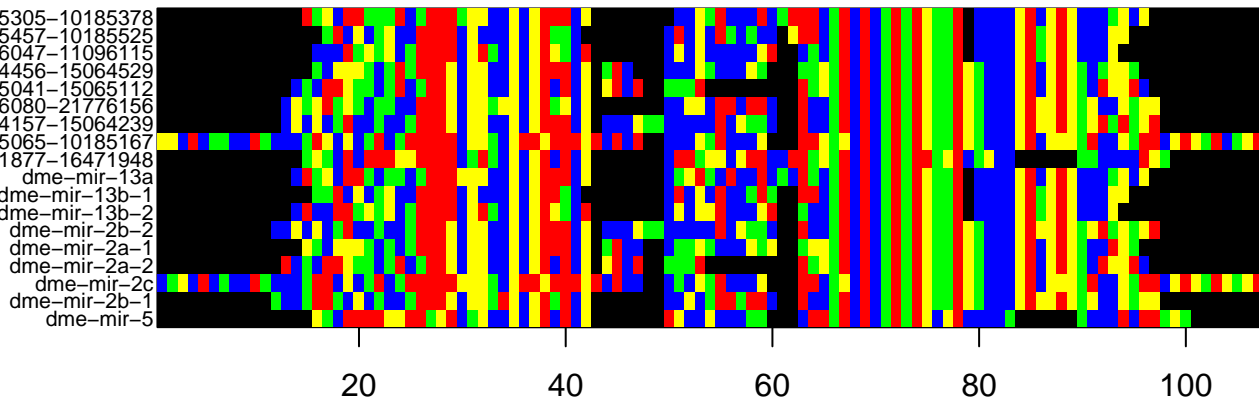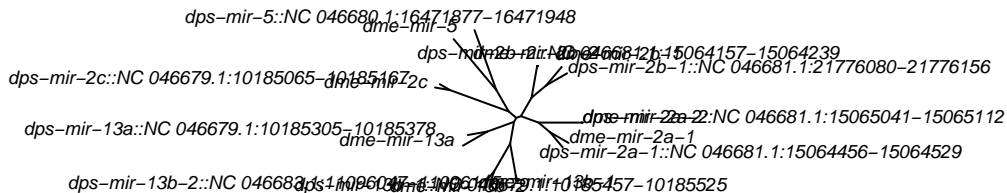

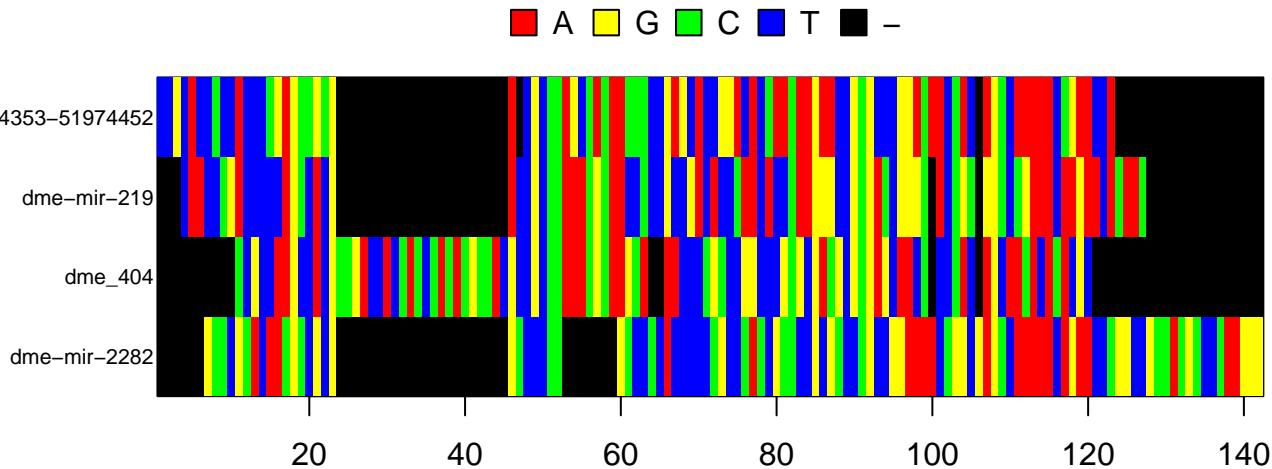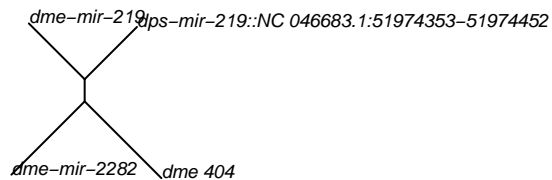

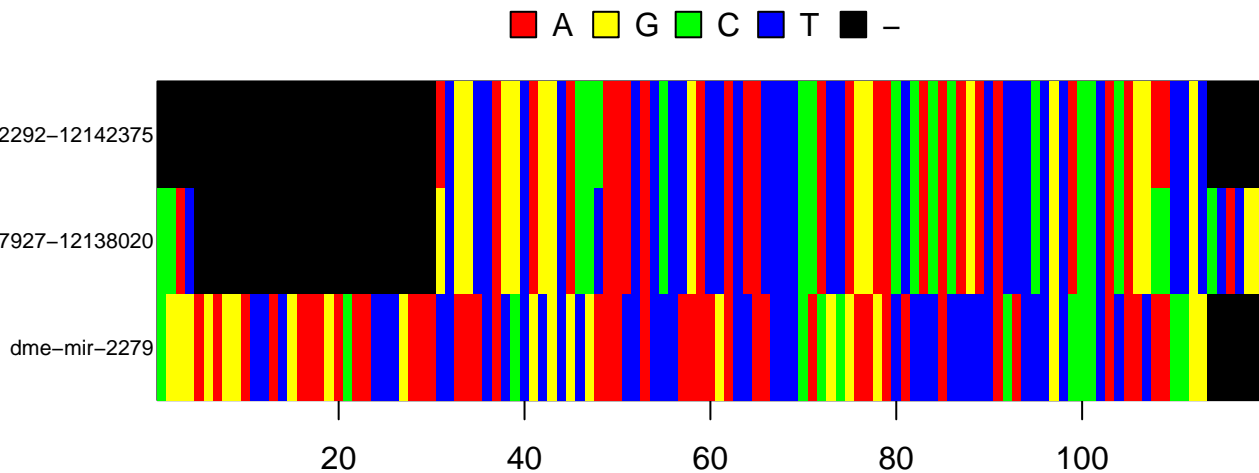

*dps-mir-2558-1::NC 046681.1:12142292-12142375*

*dps-mir-2558-2::NC 046681.1:12137927-12138020*

*dme-mir-2279*

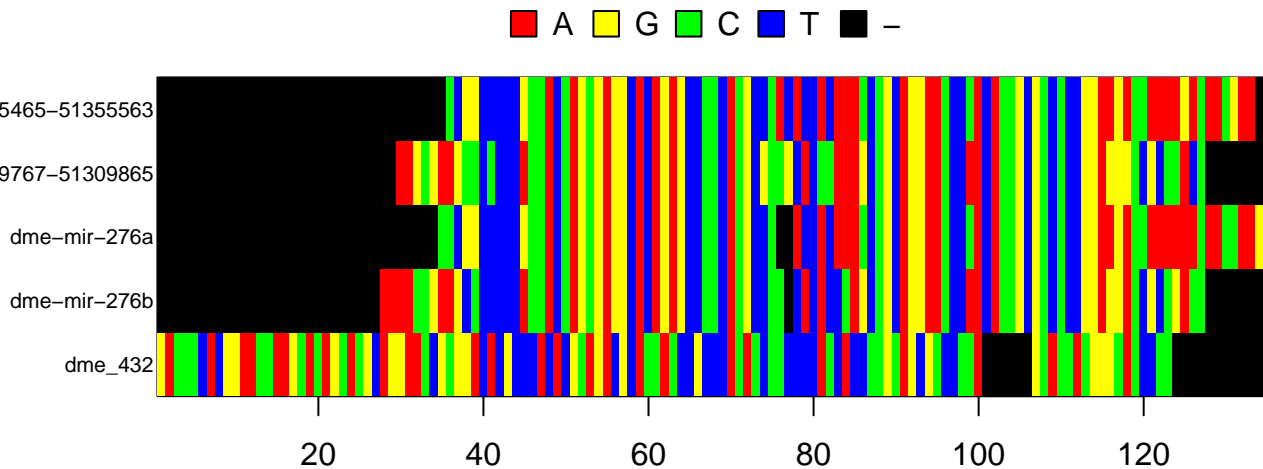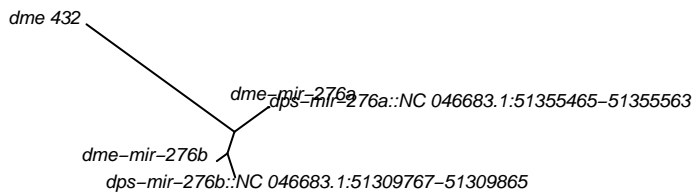

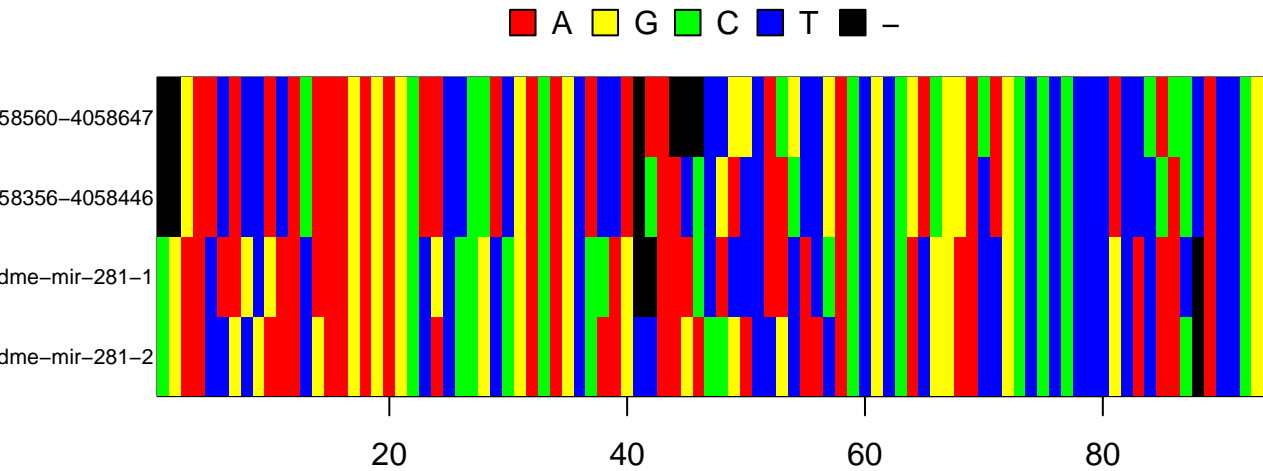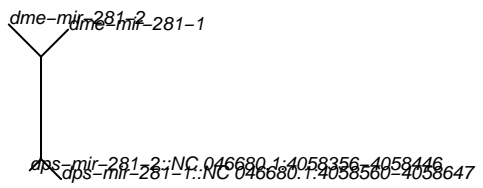

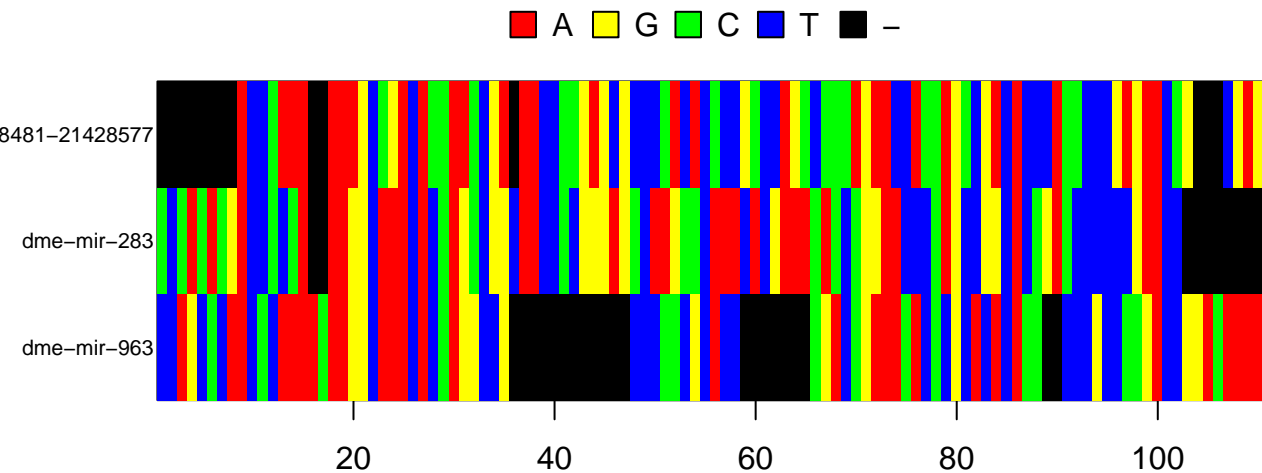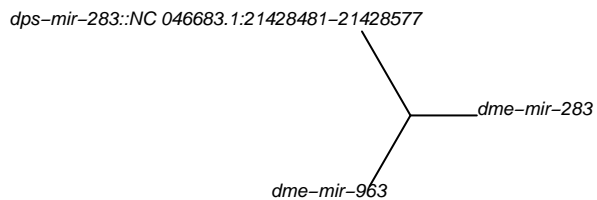

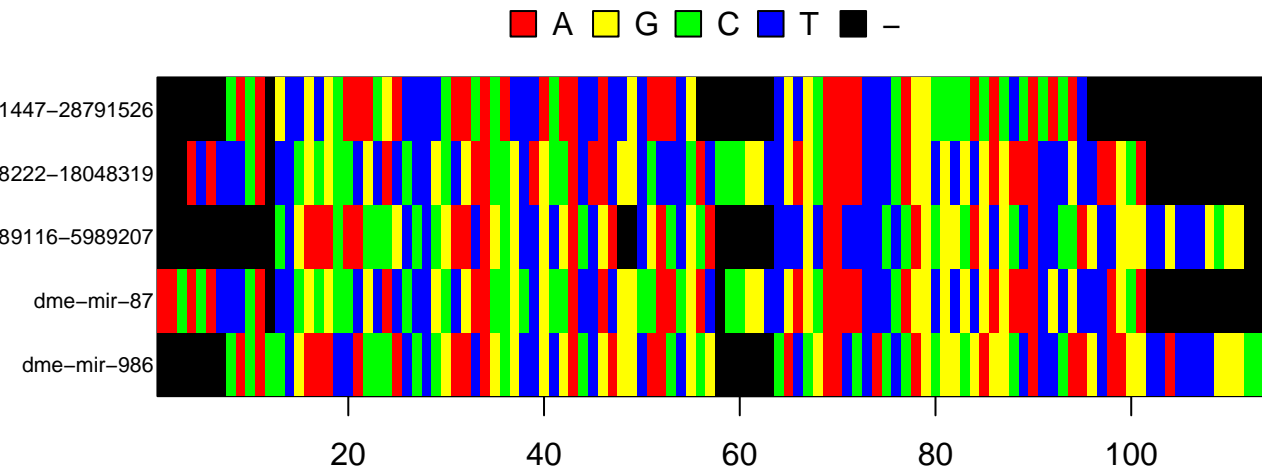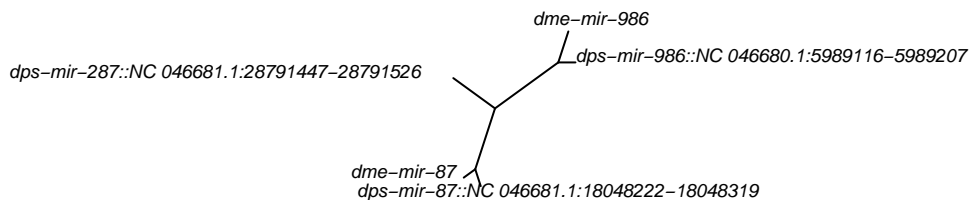

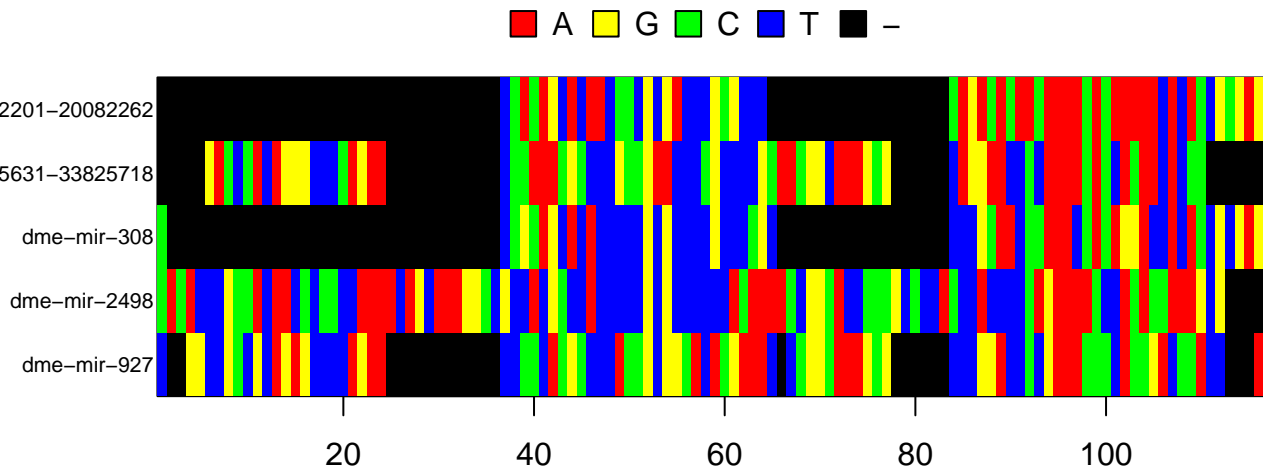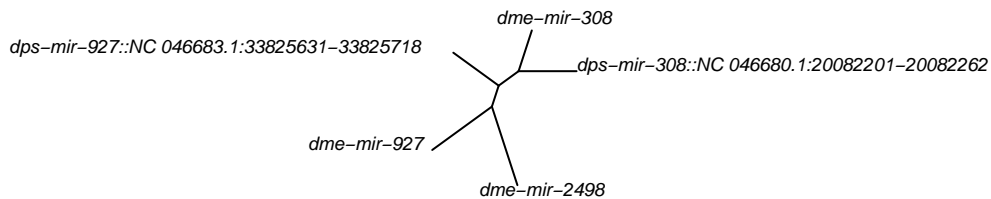

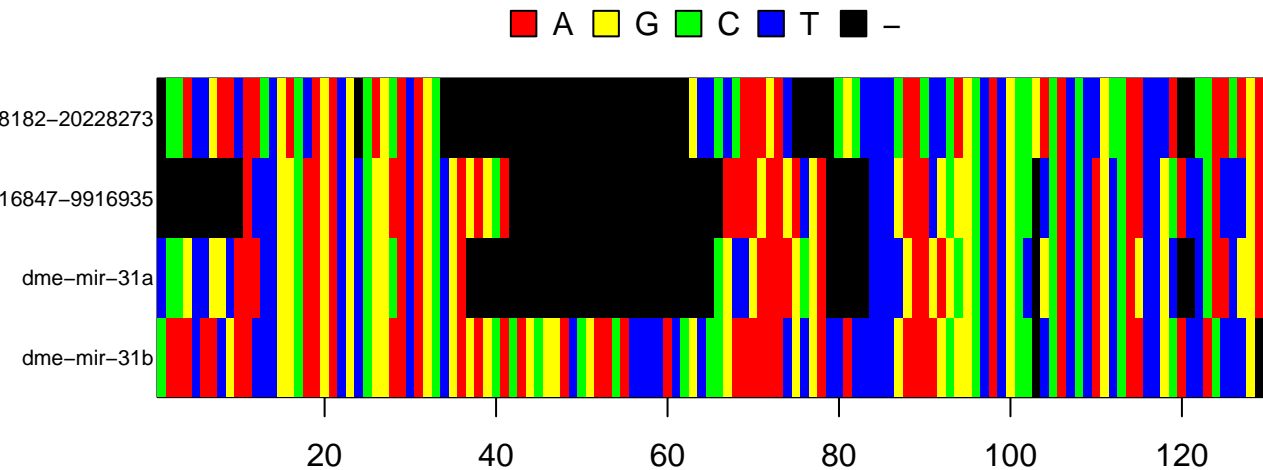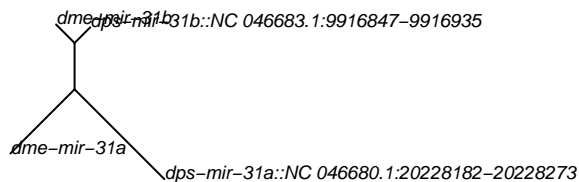

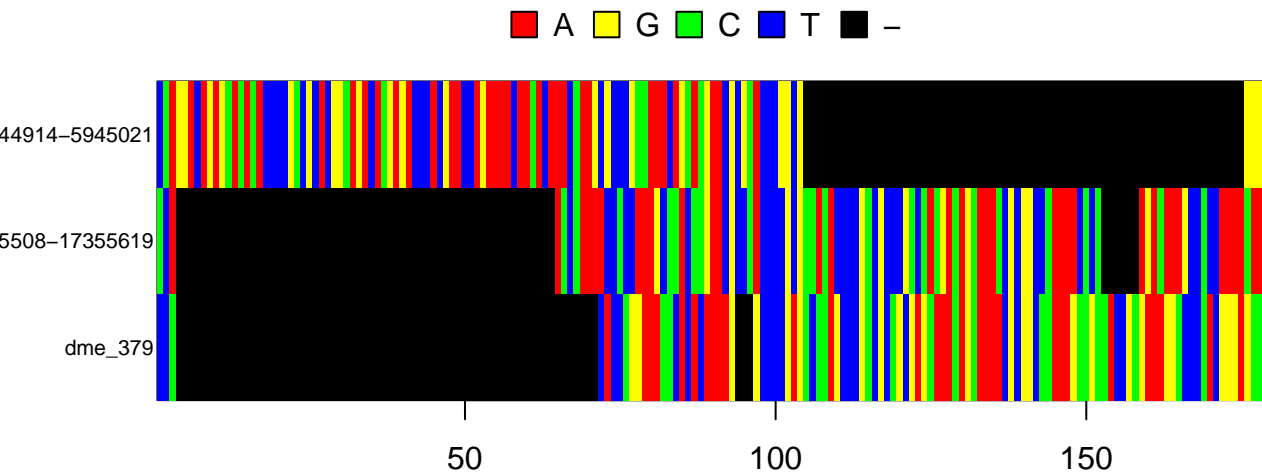

*dps 14::NC 046681.1:5944914-5945021*

*dps 3844::NC 046680.1:17355508-17355619*

*dme 379*

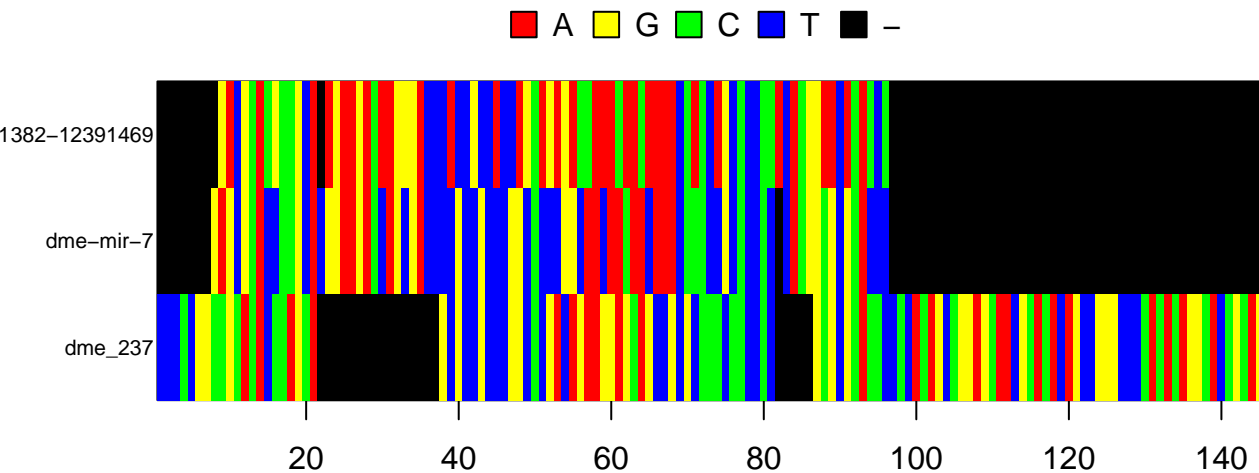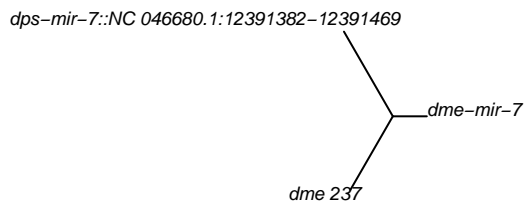

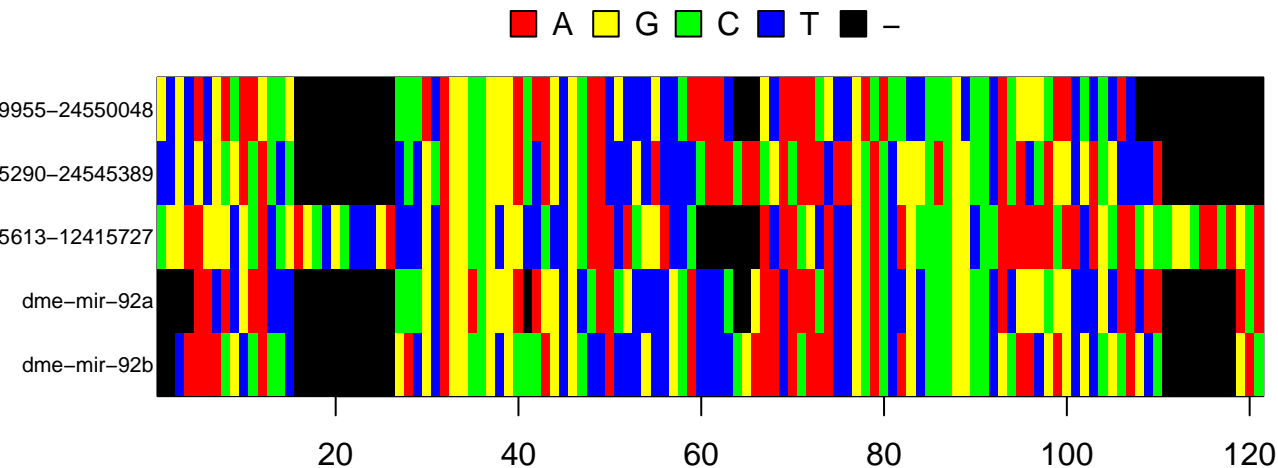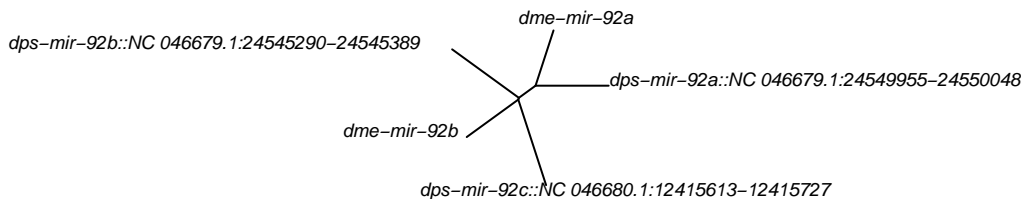

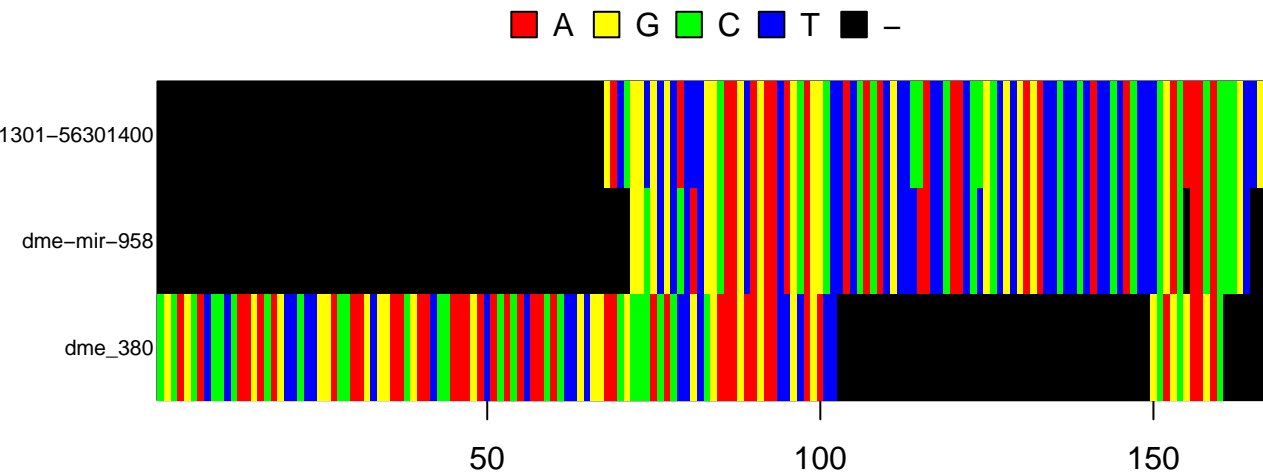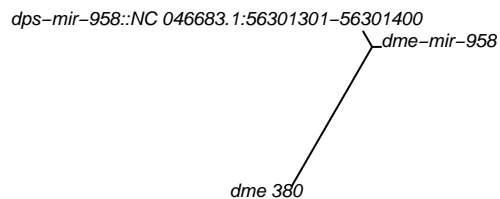

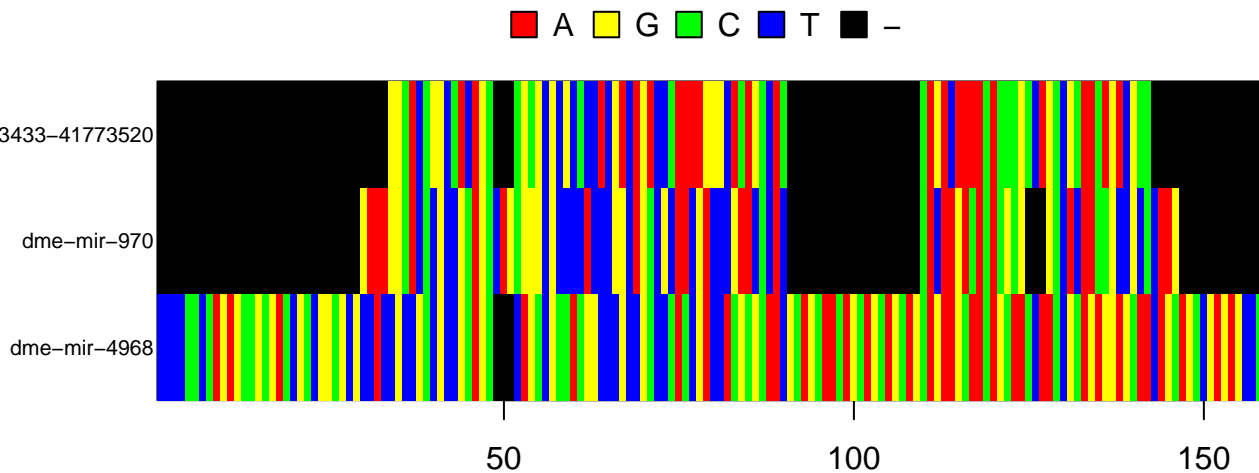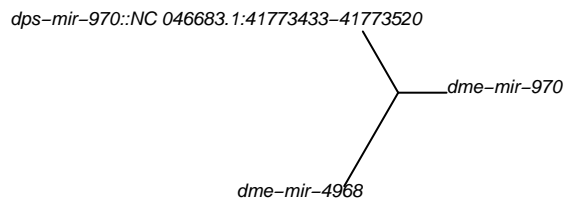

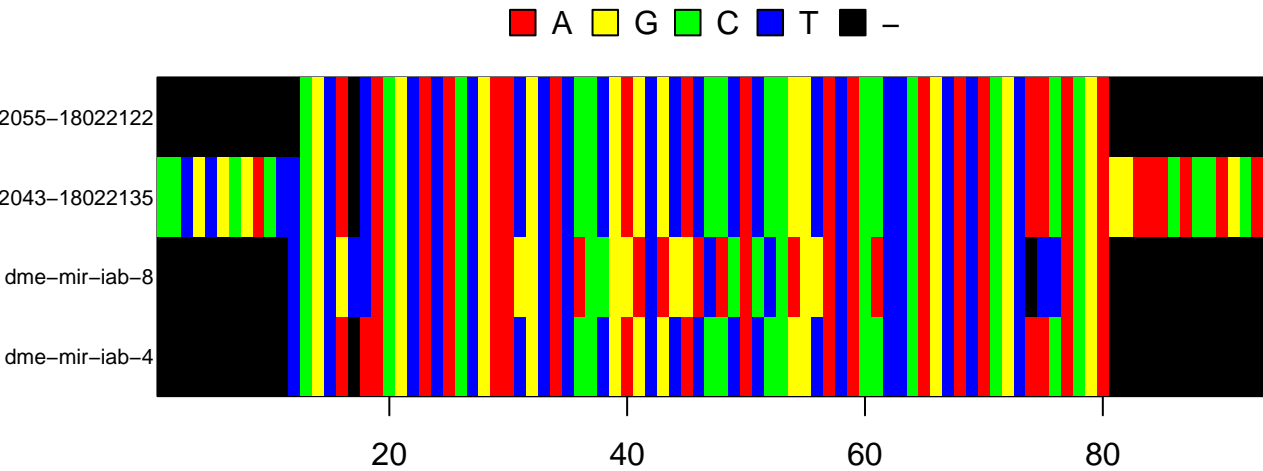

dme-mir-iab-8

dme-mir-iab-8:NC 046679.1:18022085-18022135

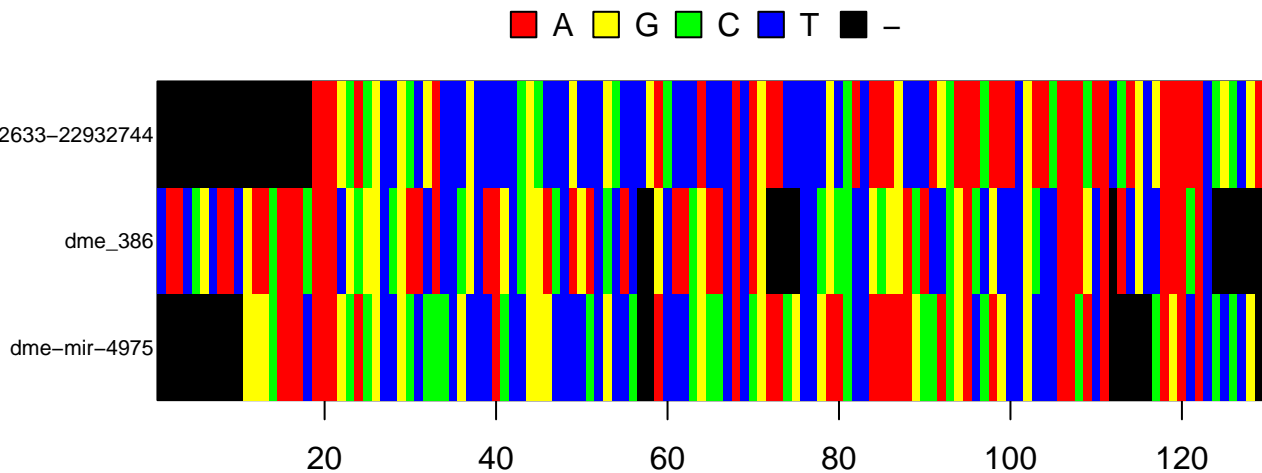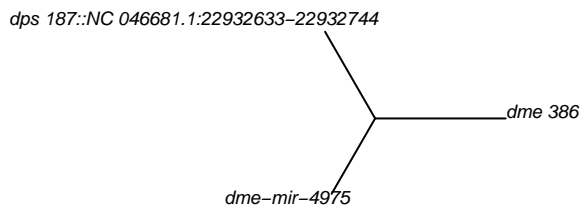

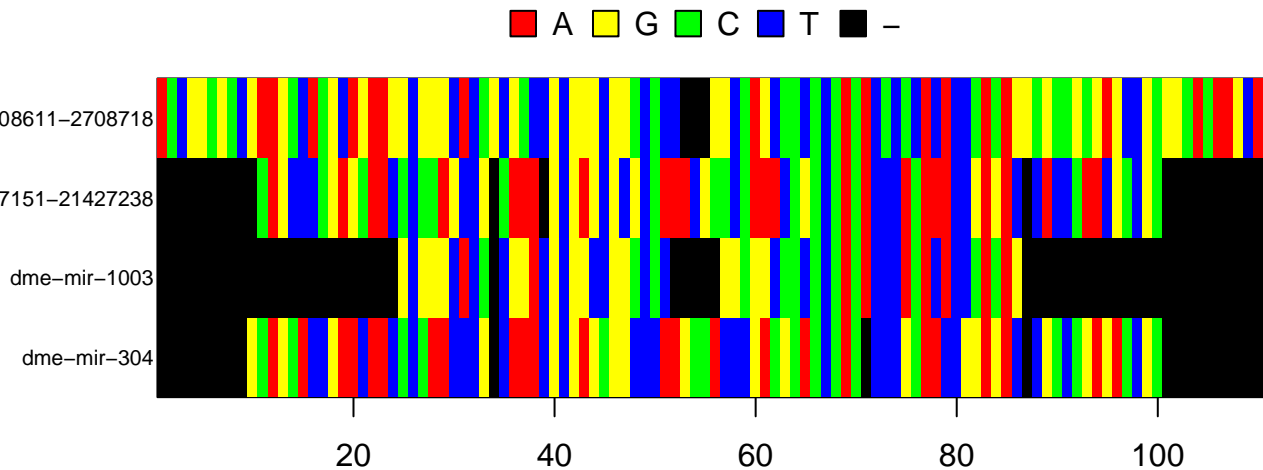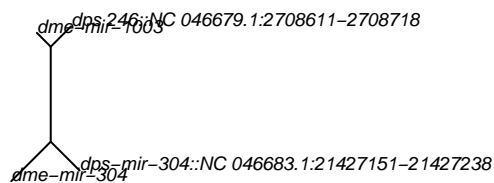

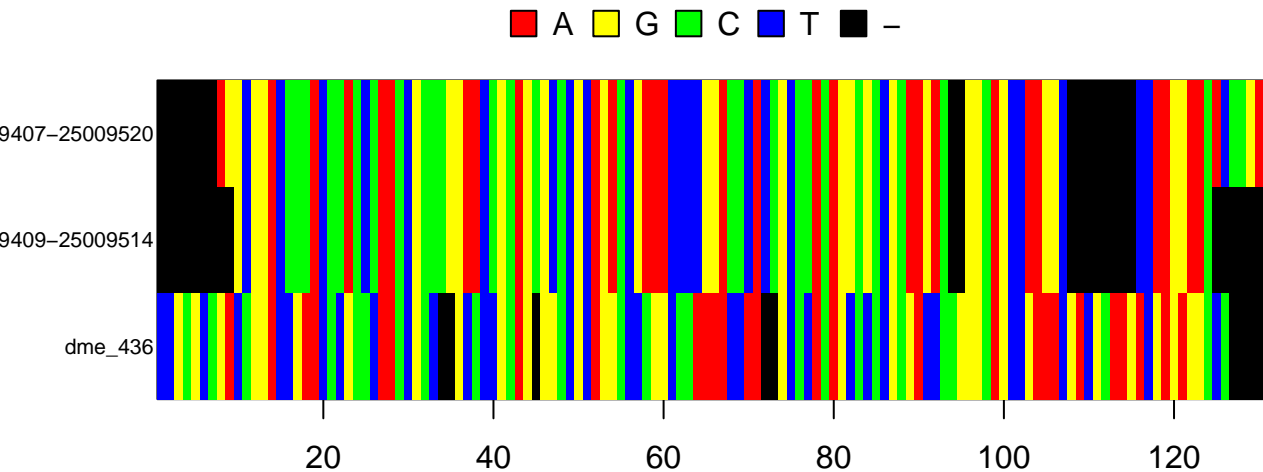

dps 30::NC 046681.1:25009407–25009520  
dps 31::NC 046681.1:25009409–25009514  
dme 436

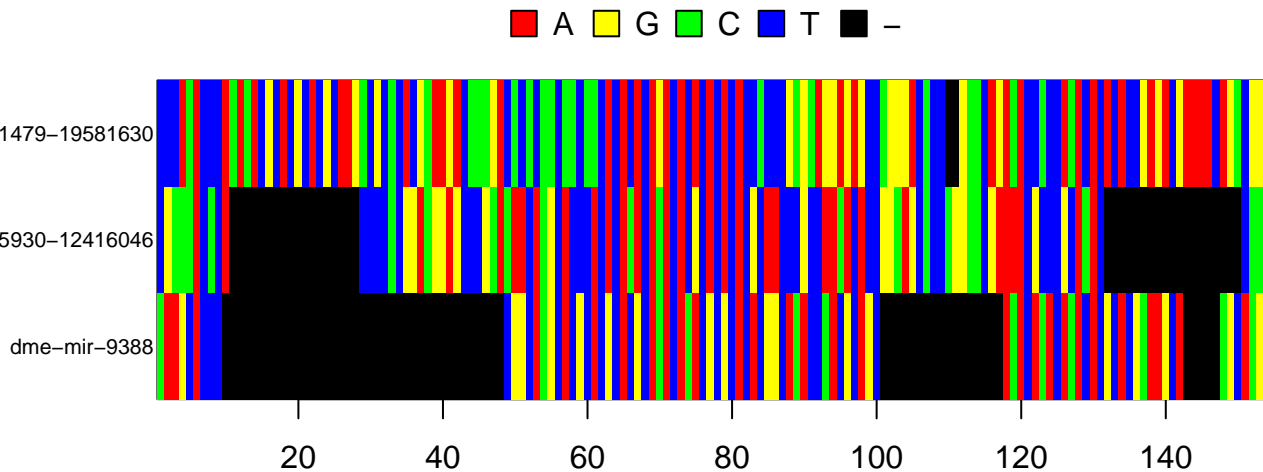

*dps 3750::NC 046683.1:19581479–19581630*

*dps-mir-2506::NC 046680.1:12415930–12416046*

*dme-mir-9388*

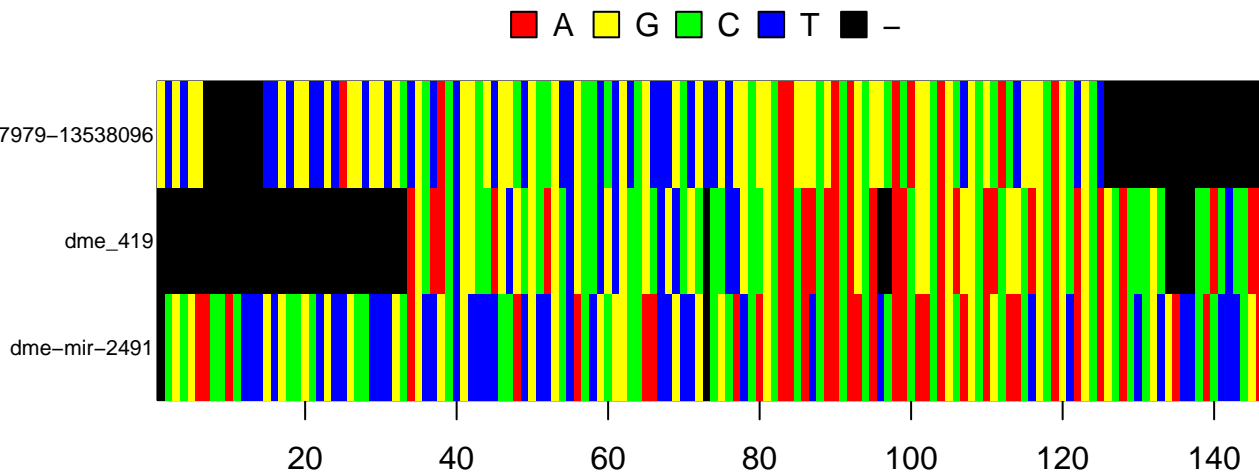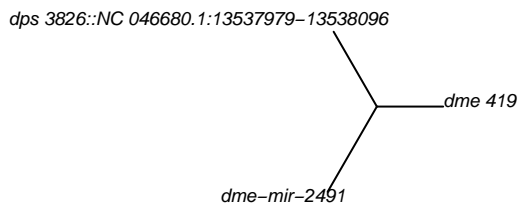

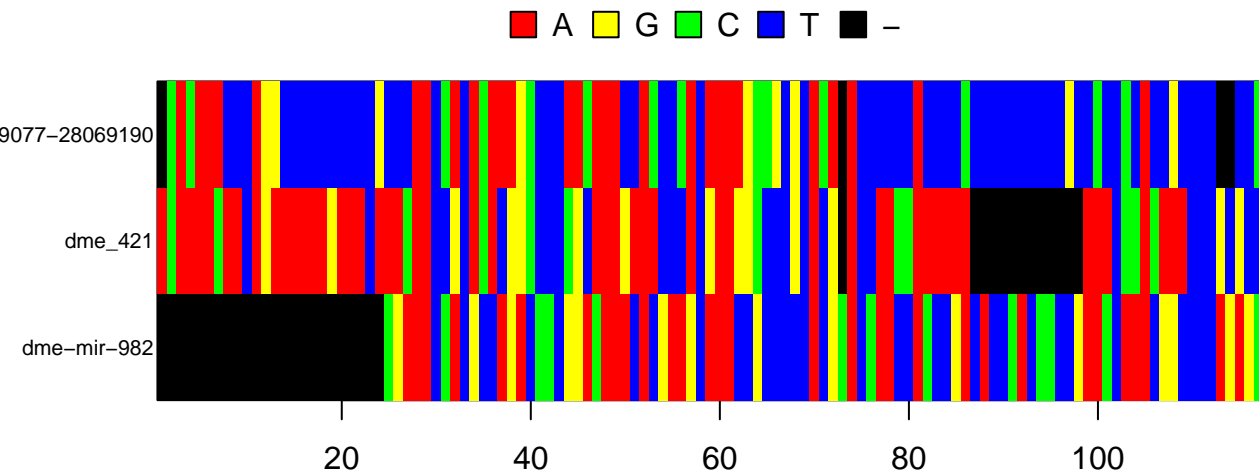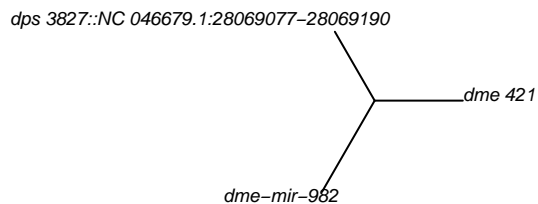

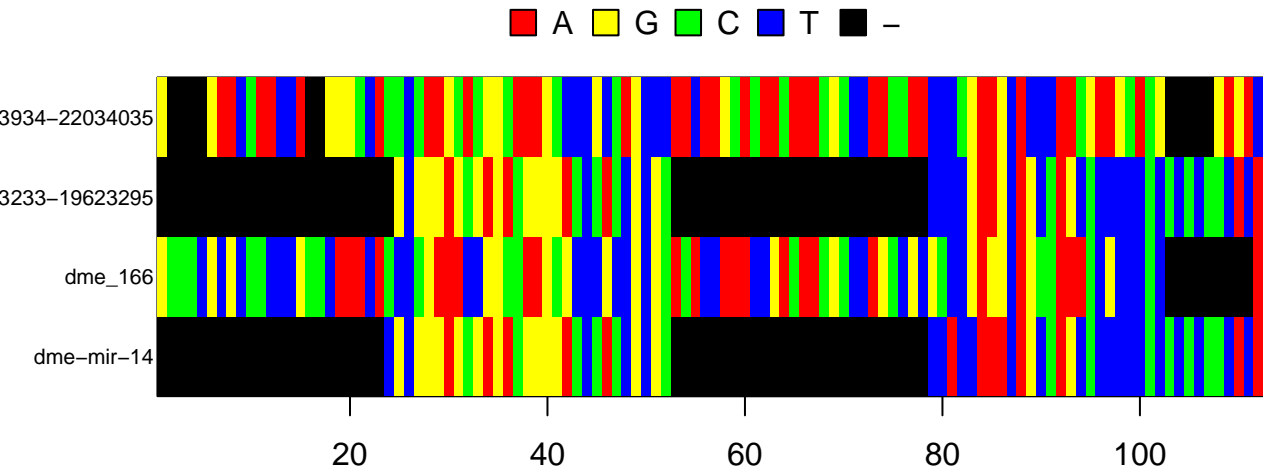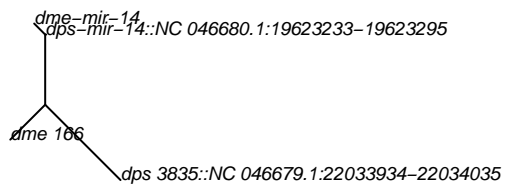

**Supplement:** evac103_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

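The measured samples were 2 male and 2 female small RNA libraries of *D. pseudoobscura*. The authors deposited for each sample a table of raw read counts for 231 microRNAs, obtained by trimming the adapters, mapping to the genome with HISAT2 and counting with featureCounts on annotated precursors. The deposited counts are not normalized. The unpaired, gonad and *D. melanogaster* reads were not used here. The *D. melanogaster* log2 fold changes, the orthologs and the positions are those of the paper's Supplementary Table 1, which lists 290 microRNAs. Of the 231 microRNAs in the counts, 224 are in that table and 7 are not; 66 of the table were not analysed here.

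Library totals were 5697 and 67076 reads in males and 7111 and 42754 in females. The floor of 3 counts corresponds to 597, 43.4, 493 and 54.6 CPM. Levels below it cannot be ordered, and a fold change against a group at or under it was computed as a lower bound.

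The samples were grouped by sex from their labels. Each sequencing run held 1 male and 1 female sample, and the replicate number was taken as the run. This pairing comes from the paper's statement on the paired runs and the sample labels. The model was batch + sex, as in the paper. Counts were tested with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) in R 4.3.3, with limma 3.58.1 (voom) and DESeq2 1.42.0 (local fit) as the paper's methods. A microRNA was called at an FDR under 0.1 and a fold change of at least 1.25. The test covered 84 microRNAs with a DESeq2 base mean of at least 1. The comparisons of fold changes between species and between conserved and specific microRNAs also required at least 1 read in each sex. Log2 CPM used a prior count of 2. MicroRNA clusters joined precursors within 10 kb. Correlations were tested with 100000 permutations and group differences with exact or permutation tests in Python.

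The microRNAs named in the text were chosen by a rule set before the data were examined: those the paper names for this dataset with the members of the cluster of mir-311, the 5 called microRNAs with the largest fold change in each direction among those with the same sign in both runs (by any difference in reads), every called microRNA on the neo-X, every called X-linked specific microRNA, and every microRNA called here and not in the paper's table, or the reverse. The alternatives were also set before the data were examined, except for those added after seeing the data: the number of calls by DESeq2 with no replicate block, TMM factors computed only from the microRNAs that edgeR's expression filter (filterByExpr) keeps, and, for the fold changes of named microRNAs, every setting other than no replicate block, DESeq2, limma-voom, DESeq2's size factors, total counts only and leaving out a sample. One of the alternatives, a base mean of at least 0.5, was listed because the paper's own fold changes in Supplementary Table 1, tried at 6 cutoffs, gave P = 0.0187 for the Scheirer–Ray–Hare test at that cutoff; the linear model on the neo-X was also tried at 6 cutoffs on that table. This alternative therefore carries no weight as a check of that value.

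The tests were checked on simulated data. In 20 simulated sets of 84 microRNAs with 20 changed by 8-fold, edgeR recovered 79% of the changed microRNAs, and 7.78% of its calls were false. Limma-voom recovered 83.75%, with 11.2% false. These sets had the same dispersion for all microRNAs, the same run effect in both sexes and as many microRNAs raised as lowered. They therefore do not show the error rates for weaker or one-sided changes, or with dispersions that vary between microRNAs. In 40 simulations with no effect, the Scheirer–Ray–Hare test gave p under 0.05 in 7.5%, the correlation in 0%, the rank-sum test in 5% and the test of run differences against drawn reads in 12.5%.

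Alternatives covered the model, the test, the normalization, the filter, the cluster distance and leaving out each sample. Leaving out a sample leaves 1 sample in a sex, so those fits give values on log2 CPM without p-values, and none was made for the numbers of calls. Host genes were read from the RefSeq gene table of the assembly UCI_Dpse_MV25, which has gene spans only.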

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

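The test in this part was chosen after the result was seen. The microRNA dps-mir-2517-4 is in the deposited counts and not in the paper's Supplementary Table 1, and it was male-biased. Its name is that of a numbered copy and it has no position here, so reads shared with other copies cannot be ruled out. The paper dropped microRNAs identical to several regions and those labeled as erroneous. Whether this explains its absence from the table was not tested. It had 6 reads in the male library of the first run and 51 in the male library of the second run, and 1 read in each female library, above the smallest level of 3 reads in both male libraries. It was at least 3.53-fold higher in males (adjusted p = 0.0144 from edgeR's quasi-likelihood test, higher in males in both runs), and over the alternatives its adjusted p ran from 8.74e-09, with total counts only, to 0.105, with limma-voom. Against sampling noise, Fisher's exact test (two-sided) on the reads of the 2 libraries of a run gave p = 0.0497 in the first run and 3.67e-10 in the second. Fisher's test compares libraries, not sexes, and the microRNA was picked for this pattern, so this test alone cannot exclude chance differences between the libraries. The edgeR test compared the sexes, with the run in the model and adjustment over all tested microRNAs. Its adjusted p of 0.0144 argues against such chance differences for this microRNA, although limma-voom (adjusted p = 0.105) did not call it. No other technical explanation was tested, and a difference between the sexes remains a hypothesis.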

How the results depend on the processing

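The alternatives were chosen before the data were examined, except for those added after seeing the data: the number of calls by DESeq2 with no replicate block, TMM factors computed only from the microRNAs of edgeR's filter, and several settings for the named microRNAs. The number of sex-biased microRNAs at an FDR of 10% was 11, and 17 with DESeq2, both on all microRNAs and on those with a base mean of at least 1 (17). With the other settings of edgeR it lay between 9 and 16, and was 9 with no replicate block. Without the block DESeq2 called 8, all of them among its 17 and 7 among the 11. The split was 6 female-biased and 5 male-biased microRNAs, and moved both ways: 7 and 9 with total counts only, 4 and 5 with no replicate block, 7 and 3 with edgeR's filter, 7 and 6 with the TMM factors of that filter and 6 and 2 with DESeq2 without the block. At 5% the number was 6, and 15 with DESeq2 under both filters (15), 5 with DESeq2 and no replicate block, 13 with DESeq2's size factors, 15 with total counts only, 10 with edgeR's filter and 13 with the TMM factors of that filter. Its split of 3 and 3 became 7 and 3 with edgeR's filter, 7 and 6 with its TMM factors and 3 and 1 with no replicate block. By limma-voom the number at an FDR of 10% was 6. With total counts only it was 16 (8 female-biased and 8 male-biased, against 4 and 2). It was 18 with every microRNA with a read (7 and 11) and 12 with edgeR's filter (8 and 4). The cause was not tested. The correlation of the fold changes of DESeq2 and limma-voom fell from 0.987 to 0.960 with no replicate block.

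The relation between species on the neo-X (r = 0.50) fell short of 0.05 with limma-voom fold changes (0.447), with no replicate block (0.449), with a base mean of at least 10 (0.248), with every microRNA with a read (0.378) and as Spearman's rho (0.439). The difference between specific and conserved microRNAs (0.23) passed 0.05 without the requirement of a read in each sex (0.37, permutation p = 0.0475); its permutation p over the alternatives was between 0.0475 and 0.386. The comparison of X-linked with autosomal specific microRNAs stayed above 0.05 under each alternative with a p-value; a base mean of at least 10 left too few of them on the X, so that setting gave no value. The cause was not tested.

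Leaving out 1 sample leaves the runs unbalanced between the sexes. These values are on log2 CPM, where all 4 samples gave r = 0.389 on the neo-X, 0.936 outside it, 0.271 and 0.912 for the clusters, and differences of 0.29 and 0.34. Across the fits that each left out 1 sample, r on the neo-X ran from -0.084 to 0.520, r outside it from 0.825 to 0.920, r of the clusters on the neo-X from -0.063 to 0.452 and elsewhere from 0.762 to 0.908, the difference between specific and conserved microRNAs from -0.053 to 0.85, and that between X-linked and autosomal specific microRNAs from -0.58 to 0.84.

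The share of male-biased microRNAs on the X was 25% of 4, against 35.4% of the other tested microRNAs, and 50% with calls at 5% FDR, 50% with limma-voom calls and 50% with no replicate block, on 2 to 4 microRNAs. Among the named microRNAs, dps-bantam changed sign with DESeq2 (-0.31), DESeq2's size factors (-0.32), total counts only (-0.11), and, among the settings added, with edgeR's filter (-0.38), the TMM factors of that filter (-0.38), DESeq2 on a base mean of at least 1 (-0.31), DESeq2 with no replicate block (-0.35) and limma-voom with edgeR's filter (-0.33) or total counts only (-0.0046), and ran from -0.23 to 0.27 across the fits without 1 sample. The sign of dps-mir-276a changed with no replicate block (-0.034), DESeq2 (-0.26), DESeq2's size factors (-0.26), total counts only (-0.058), and, among those added, edgeR's filter (-0.33), its TMM factors (-0.33), every microRNA with a read and no replicate block (-0.033), DESeq2 on a base mean of at least 1 (-0.26), DESeq2 with no replicate block (-0.34) and limma-voom with edgeR's filter (-0.31) or total counts only (-0.018), and it ran from -0.77 to 0.93 without 1 sample. Without 1 sample dps-mir-277 ran from -0.27 to 2.22 and dps-mir-317 from -0.65 to 0.11. Of 416 fold changes of 20 named microRNAs under the alternatives, 301 kept their direction and side of the threshold or moved by less than the spread, 24 were weaker, 30 stronger, 35 moved and 26 reversed. The first run, with 5697 and 7111 reads, sets the depth limit: a microRNA under 597 CPM in its male library is at 3 reads or fewer.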

Differences from the paper's values

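At an FDR of 10%, 6 microRNAs were female-biased against the paper's 12, and 5 male-biased against the paper's 10. DESeq2, the paper's method, gave 8 and 9 on both filters, within 1.5 times the paper's numbers, and total counts only gave 9 male-biased. The other alternatives set before the data were examined did not close these gaps. At 5%, 6 microRNAs passed against the paper's 15. DESeq2 gave 15 on both filters, total counts only 15, DESeq2's size factors 13 and edgeR's filter 10, and TMM factors from the microRNAs of edgeR's filter, chosen after seeing the values, 13, while no replicate block, edgeR robust, every microRNA with a read and no minimum fold change stayed at 8 or fewer. By limma-voom at an FDR of 10%, 4 were female-biased against the paper's 19. No alternative set before the data were examined closed the gap. By the same method 2 were male-biased against the paper's 10, and total counts only gave 8 and every microRNA with a read 11; no replicate block and edgeR's filter did not close it.

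On the neo-X, the linear model had P = 0.0292 against the paper's 0.06. Limma-voom fold changes gave 0.0547, no replicate block 0.0538 and every microRNA with a read 0.0824, while DESeq2 fold changes, the base mean filters and leaving out 2 microRNAs did not close the gap. The paper's own fold changes in Supplementary Table 1 gave P = 0.0176 and an R squared of 0.251 at a base mean of at least 1, and at the other 5 cutoffs tried P was between 0.0146 and 0.0289 or 0.238, so that none gave the paper's 0.06. The Scheirer–Ray–Hare test had P = 0.285 against the paper's 0.0187, and no alternative set before the data were examined closed the gap; the lowest was 0.0470, without the requirement of a read in each sex. A base mean of at least 0.5, which gave 0.0720, was listed because the paper's own table reaches its value at that cutoff (P = 0.0187, and between 0.00234 and 0.0117 at the other 5 cutoffs tried).

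Log2 fold changes that differed from the paper's table were those of dps-bantam (0.026 against the paper's -0.43), dps-mir-133 (1.46 against 0.90), dps-mir-263a (-0.37 against -0.84), dps-mir-276a (0.080 against -0.37), dps-mir-277 (0.98 against 0.52), dps-mir-284 (1.23 against 0.72), dps-mir-92a (-3.97 against -4.67), dps-mir-958 (-0.14 against -0.82) and dps-mir-9b (-2.49 against -2.99). A gap is taken as closed where the values have the same sign and lie within 1 standard error. For edgeR this is the approximate one derived from its F statistic, so closures near the limit are uncertain. DESeq2 and DESeq2's size factors closed the gap for all 9, with values of -0.31 and -0.32 for dps-bantam, 1.07 and 1.07 for dps-mir-133, -0.72 and -0.71 for dps-mir-263a, -0.26 and -0.26 for dps-mir-276a, 0.64 and 0.64 for dps-mir-277, 0.86 and 0.87 for dps-mir-284, -4.49 and -4.39 for dps-mir-92a, -0.56 and -0.54 for dps-mir-958 and -2.84 and -2.87 for dps-mir-9b. Total counts only closed it for dps-mir-133, dps-mir-284, dps-mir-92a and dps-mir-9b, and limma-voom for dps-mir-9b. With DESeq2's size factors, the gap of dps-mir-958 (0.286) lay within that setting's standard error (0.367). It was larger than the standard error with TMM (0.269), so this closure needed the larger standard error as well as the move of the value. With no replicate block, the values of dps-mir-276a (-0.034), dps-mir-277 (0.80) and dps-mir-9b (-2.55) moved toward the paper's and came within the standard error. Those of dps-mir-133 (1.41), dps-mir-263a (-0.37), dps-mir-284 (1.24) and dps-mir-92a (-3.93) stayed about as far from the paper's as with the block, by 0.51, 0.47, 0.51 and 0.74, and lay within 1 standard error only because the standard errors were between 1.58 and 2.18 times as large. The value of dps-bantam (0.0043) stayed of the opposite sign, and that of dps-mir-958 (-0.21) lay outside 1 standard error. Of the settings compared with these fold changes after seeing the values, edgeR's own filter, TMM factors computed only from the microRNAs that this filter keeps, DESeq2 on a base mean of at least 1 and DESeq2 with no replicate block closed the gap for all 9. With edgeR's filter the values were -0.38 for dps-bantam, 0.97 for dps-mir-133, -0.77 for dps-mir-263a, -0.33 for dps-mir-276a, 0.57 for dps-mir-277, 0.80 for dps-mir-284, -4.53 for dps-mir-92a, -0.64 for dps-mir-958 and -2.97 for dps-mir-9b. Also compared after seeing the values, limma-voom with that filter closed it for all but dps-mir-92a, and edgeR on every microRNA with a read and no replicate block for all but dps-bantam. Limma-voom with no replicate block, on either of these 2 filters (a base mean of at least 1 or a read), closed it for dps-mir-133, dps-mir-263a, dps-mir-277, dps-mir-284, dps-mir-958 and dps-mir-9b, limma-voom on every microRNA with a read for dps-mir-133, dps-mir-284 and dps-mir-9b, limma-voom with total counts only for dps-mir-133 and dps-mir-9b, and edgeR with robust fitting or on every microRNA with a read for dps-mir-9b, all likewise compared after seeing the values. Several of these closures came from larger standard errors, since the gap was still larger than the standard error of the same test with the replicate block on a base mean of at least 1: those of dps-mir-133, dps-mir-263a, dps-mir-284, dps-mir-92a and dps-mir-958 with edgeR on every microRNA with a read and no replicate block, all but that of dps-mir-9b with limma-voom and no replicate block on both filters, those of dps-mir-133 and dps-mir-284 with limma-voom on every microRNA with a read, and that of dps-mir-9b with robust fitting.

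The base mean was lower than the paper's for dps-mir-311 (0.217 against 134), dps-mir-958 (13.5 against 152), dps-mir-964 (1.04 against 15.7), dps-mir-276c (0 against 6.87), dps-mir-2506 (1.32 against 3.34), dps-mir-2520 (1.85 against 2.90), dps-mir-2563 (0 against 2.55), dps-mir-92c (0.0542 against 1.83) and dps-mir-2507b (0.239 against 1.57). No alternative changes a base mean. The paper states that mir-311 and mir-92c are strongly male-biased, and here they had 4 and 1 reads, too few to test this.

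Of the paper's calls not made here, dps-mir-263a was called by DESeq2 and by limma-voom with total counts only or edgeR's filter. dps-mir-9c was called by DESeq2 with and without the replicate block, by edgeR with its own filter, the TMM factors of that filter (chosen after seeing the values), DESeq2's size factors or total counts only, and by limma-voom with its 3 other filters and normalizations. dps-mir-277 was called by DESeq2, by edgeR with total counts only, and by limma-voom with total counts only or edgeR's filter. dps-mir-2520 was called by DESeq2, by edgeR with no replicate block, robust fitting, the TMM factors of edgeR's filter (chosen after seeing the values), DESeq2's size factors or total counts only, and by limma-voom with every microRNA with a read; on that filter edgeR and limma-voom with no replicate block also called it. The other 9 (dps-bantam, dps-mir-317, dps-mir-276a, dps-mir-958, dps-mir-284, dps-mir-311, dps-mir-2563, dps-mir-964 and dps-mir-276c) were called under no setting.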

Other observations

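All tests in this part but those on precursor length and on male-biased microRNAs on the X were chosen after the result was seen. Of 100 microRNAs with a base mean of at least 1 in the deposited counts or in the paper's Supplementary Table 1, 75 were within 10% of the table, 23 were below 0.67 of it and 0 were above 1.5 times it. Among the 23, 6 are sex-biased in the paper's table, and 9 had 0 reads. The DESeq2 log2 fold changes of the 75 had a Pearson r of 0.999 with the table's. They were higher than the table's, toward males, by a median of 0.145, an offset that a correlation does not show. A difference in scaling common to all samples would shift all base means, and 75 of 100 stayed within 10%. Base means over all samples cannot exclude a difference in scaling between the sexes. Reads shared with a paralog of the same name did not separate the 23 from the others (5 of 23 against 15 of 77, Fisher's exact test, two-sided, p = 0.774), nor did membership in a cluster (12 of 23 against 35 of 77, p = 0.638). No biological explanation was tested, since the same samples are compared, and which step lowers these counts remains open.

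The runs differed in the same way in both sexes. The changes in males and females had an r of 0.567. To see whether counting noise at the low depth of the first run gives such a value, reads were drawn 1000 times at the libraries' totals with no difference between the runs within a sex. The mean r of the draws was 0.0669, and no draw reached 0.567, a share of 0.001 with the real libraries counted, which is the smallest that 1000 draws can give. Precursor length did not account for it (Spearman rho -0.119, permutation p = 0.280). GC content was not tested. The runs also held different samples, so a difference between sequencing runs and one between the samples cannot be told apart.

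The log2 fold changes centred above 0 with TMM, and their median was lower by 0.377 with DESeq2's size factors. Size factors are medians of ratios and bring the median near 0 by design, so this drop alone says little. The shift depended on which microRNAs enter the TMM factors. With the model and the 84 tested microRNAs kept, factors computed only from the 55 microRNAs of edgeR's expression filter lowered the median by 0.450, from 0.46 to 0.014. Which set of factors is closer to the truth was not tested, so the signs of small fold changes remain open. Relative to the TMM median, the log2 fold change of dps-mir-276a was -0.38 and that of dps-bantam -0.44.

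Neighboring microRNAs within 10 kb might share their sex bias. The mean absolute difference in log2 fold change over 15 pairs of neighbors was 1.37, against 1.67 for random placements (one-sided permutation p = 0.312), so no sharing was detected.

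No difference was detected in the share of male-biased microRNAs on the X, where 1 of 4 male-biased and 28 of 79 other tested microRNAs with a known position lie (Fisher's exact test, two-sided, p = 1). With 4 male-biased microRNAs the share moves with each call: it was 25% against 35.4% of the others, and 50% with calls at 5% FDR, with limma-voom and with no replicate block.

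The *D. melanogaster* male-biased microRNAs mir-274 and mir-276a lie on the neo-X of *D. pseudoobscura*. In the paired samples dps-mir-274, from 52691329 to 52691425, had 4272 ± 2382 CPM in males and 2186 ± 2395 in females (SD, n = 2 each), with a log2 fold change of 1.11 (standard error 0.56, adjusted p = 0.291 from edgeR's quasi-likelihood test). Males were higher in both runs, with 2588 CPM against 493 in the first, where the female library held 3 reads, and 5957 against 3879 in the second. It was called by limma-voom with run and sex in the model when every microRNA with a read was tested (adjusted p = 0.0551), and not by the other settings, whose adjusted p reached 0.971 with DESeq2 and no replicate block. dps-mir-276a, from 51355465 to 51355563, had a log2 fold change of 0.08 (standard error 0.38, adjusted p = 0.957), which was -0.26 with DESeq2's size factors, -0.06 with total counts only and -0.33 with edgeR's own filter. In log2 CPM, the ratio of males to females for dps-mir-276a was -0.16 in the first run and 0.32 in the second.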
